# Scaf1 promotes respiratory supercomplexes and metabolic efficiency in zebrafish

**DOI:** 10.15252/embr.202050287

**Published:** 2020-06-04

**Authors:** Carolina García‐Poyatos, Sara Cogliati, Enrique Calvo, Pablo Hernansanz‐Agustín, Sylviane Lagarrigue, Ricardo Magni, Marius Botos, Xavier Langa, Francesca Amati, Jesús Vázquez, Nadia Mercader, José Antonio Enríquez

**Keywords:** metabolism, mitochondria, OXPHOS super‐assembly, SCAF1/COX7A2L, zebrafish, Membrane & Intracellular Transport, Metabolism

## Abstract

The oxidative phosphorylation (OXPHOS) system is a dynamic system in which the respiratory complexes coexist with super‐assembled quaternary structures called supercomplexes (SCs). The physiological role of SCs is still disputed. Here, we used zebrafish to study the relevance of respiratory SCs. We combined immunodetection analysis and deep data‐independent proteomics to characterize these structures and found similar SCs to those described in mice, as well as novel SCs including III_2_ + IV_2_, I + IV, and I + III_2 _+ IV_2_. To study the physiological role of SCs, we generated two null allele zebrafish lines for supercomplex assembly factor 1 (*scaf1*). *scaf1* ^−/−^ fish displayed altered OXPHOS activity due to the disrupted interaction of complexes III and IV. *scaf1* ^−/−^ fish were smaller in size and showed abnormal fat deposition and decreased female fertility. These physiological phenotypes were rescued by doubling the food supply, which correlated with improved bioenergetics and alterations in the metabolic gene expression program. These results reveal that SC assembly by Scaf1 modulates OXPHOS efficiency and allows the optimization of metabolic resources.

## Introduction

In the last 2 years, the focus of investigation on the structure of the mitochondrial electron transport chain (ETC) has shifted from the dispute over the existence of supercomplexes (SCs) to their putative functional role. In mammals, the best understood mechanism of respiratory complex super‐assembly is the interaction between complexes III (CIII) and IV (CIV) mediated by supercomplex assembly factor 1 (SCAF1/COX7A2L) 1. The carboxy‐terminus of SCAF1 is very similar to that of the CIV subunit COX7A2 and replaces it in the subset of CIV molecules that super‐assemble with CIII 2. After some initial doubts 3, which were later dispelled 4, 5, the role of SCAF1 in the super‐assembly of CIII and CIV is now generally accepted 2. The process of super‐assembly between CI and CIII and CI and CIV to form the respirasome is unknown, but the proposed existence of I + IV SCs 6 suggests that CI‐CIII and CI‐CIV super‐assembly might occur independent from CIII and CIV assembly 7, 8. So far, the interaction between CI and CIV has been mostly studied in SCs containing CI, CIII, and CIV (also named respirasomes). Several forms of respirasomes (SC I + III_2 _+ IV) migrate closely together in blue native gel electrophoresis (BNGE), although the reason for their different apparent molecular weights remains unknown. Even though SCAF1 loss of function abolishes the interaction between CIII and CIV, the current consensus is that the absence of functional SCAF1 does not completely disrupt SC I + III_2 _+ IV formation. However, SCAF1 loss of function strongly reduced the stability and variety of respirasomes 1, 2, 4.

The super‐assembly between CI and CIII was proposed to allow partitioning of coenzyme Q (CoQ) into two communicated functional pools: one trapped in SCs and the other free within the inner mitochondrial membrane 9. The super‐assembly between CIII and CIV allows the control of available CIV through compartmentalization. Both functions optimize the metabolic flux, preventing an electron traffic jam 1 and minimizing reactive oxygen species (ROS) production 10 while maintaining an efficient energy production 9. However, studies performed on fragmented sub‐mitochondrial particles generated by disruption of mitochondrial membranes with detergents challenged this model 11. These studies concluded that CoQ pools are continuously intermixed at a rate that rules out the possibility of preferential use of CoQ within SCs. Accordingly, these studies defended the notion that the super‐assembly between CI and CIII in the form of SC I + III_2_ or SC I + III_2 _+ IV would lack any bioenergetic role 5. A very recent publication analyzing isolated SC I + III_2_ also supports the model were partitioning of CoQ into SC I + III_2_ has functional implications in the oxidation of NADH 12.

*In vivo*, the functional role of SCs has been supported by the positive correlation of the proportion of respirasomes (SC I + III_2 _+ IV) with exercise 13 and with lower mitochondrial ROS production 14, 15, 16. Interestingly, some common mouse strains, such as C57BL/6, have a non‐functional SCAF1 protein (SCAF1^111^) lacking two amino acids as compared with functional SCAF1 (SCAF1^113^). SCAF1^111^ mice do not assemble SC III_2 _+ IV, and the formation of respirasomes is affected 1, 2. Since SCAF1^111^ mice do not present apparently any specific phenotype compared to SCAF1^113^ mice, this has contributed to the arguments against a physiological role for the super‐assembly of CIII and CIV. Furthermore, a recent study performed in cultured cells suggested that the ablation of SCAF1 has no bioenergetic relevance 17, a conclusion that was later refuted by the demonstration that SCAF1 was critical for the cellular metabolic adaptation to the increase in energy demands associated with endoplasmic reticulum and nutrient stresses 18. In addition, tumorigenic capacity, mediated by enhanced hypoxia resistance in human cancer models, has been proposed to be dependent on CIII and CIV super‐assembly 19. Controversy over the bioenergetic role of CIII and CIV super‐assembly thus remains, and a physiological role is still unclear. Here, we studied respiratory SCs in zebrafish (*Danio rerio*) and evaluated the super organization and plasticity of the oxidative phosphorylation (OXPHOS) system. We identified SCs as those previously described in mice, such as SC I + III, SC III_2 _+ IV, and SC I + III_2 _+ IV, but also novel SCs, including SC III_2 _+ IV_2_, SC I + IV, and SC I + III_2 _+ IV_2_. With the aim of studying the bioenergetic and physiological consequences of impaired super‐assembly, we generated *scaf1* null mutant zebrafish lines. *scaf1* ^−/−^ fish showed a disrupted interaction of CIII and CIV, and presented a prominent phenotype, including a smaller size and decreased fertility. Bioenergetics analysis revealed that *scaf1* ablation promotes an inefficient OXPHOS capacity due to the disruption of the compartmentalization of CIV. Strikingly, phenotypic alterations in *scaf1* ^−/−^ animals are fully corrected by doubling the food supply but not by changing the regime to a high‐fat diet. The phenotypic rescue occurred in the absence of a recovery of OXPHOS super‐assembly and correlated with alterations in the metabolic gene expression program.

Overall, these results confirm a role for SCs in the efficiency of the respiratory chain in a vertebrate animal model and reveal that SCs provide an advantage in the optimization of metabolic resources.

## Results

### OXPHOS super‐assembly in zebrafish

To re‐evaluate whether the disruption of SCs formation has any impact at the organismal level, here we used the zebrafish animal model. OXPHOS genes have been reported to be highly conserved along evolution 20, and respiratory complexes have been shown to super‐assemble during zebrafish development 21. Thus, we first characterized the pattern of respiratory complex super‐assembly in adult zebrafish using 1D and two‐dimensional (2D) BNGE as well as Blue‐DiS‐based proteomics. Purified zebrafish skeletal muscle mitochondria were run in parallel with mitochondria from mouse skeletal muscle of either functional SCAF1^113^ (CD1) or non‐functional SCAF1^111^ (C57BL/6J) mice (Fig 1A–D). As expected, the SC III_2 _+ IV SC was absent in SCAF1^111^ mitochondria and the abundance of the respirasome (SC I + III_2 _+ IV) was low. The BNGE pattern of zebrafish CI and CIII was similar to that of SCAF1^113^ mice, where free I, III_2,_ and SC I + III_2_ could be easily identified (Figs 1A and EV1A and B to see the split channels of Fig 1A). The migration pattern of zebrafish CIV paralleled that of mice and revealed the presence of free CIV, IV_2,_ and SC III_2 _+ IV in zebrafish. It also confirmed the presence of the respirasome, which migrated faster than that of mice (Figs 1B and EV1C to see CIV split channel of Fig 1B). We also noted some conspicuous differences between the pattern in zebrafish and the classical mouse pattern. Specifically, we observed a co‐migration of CIII and CIV just above free CI (Figs 1B and EV1C to see CIV split channel of Fig 1B), as well as co‐migration of CI and CIV just below SC I_ _+ III_2_, which is compatible with the interaction of CI and CIV. The CI and CIV interaction was barely visible by immunodetection (Fig EV1A and C), but could be clearly revealed by CI (Fig 1C) and CIV (Fig 1D) in‐gel activity, which also confirmed the observations based on immunodetection.

**Figure 1:**
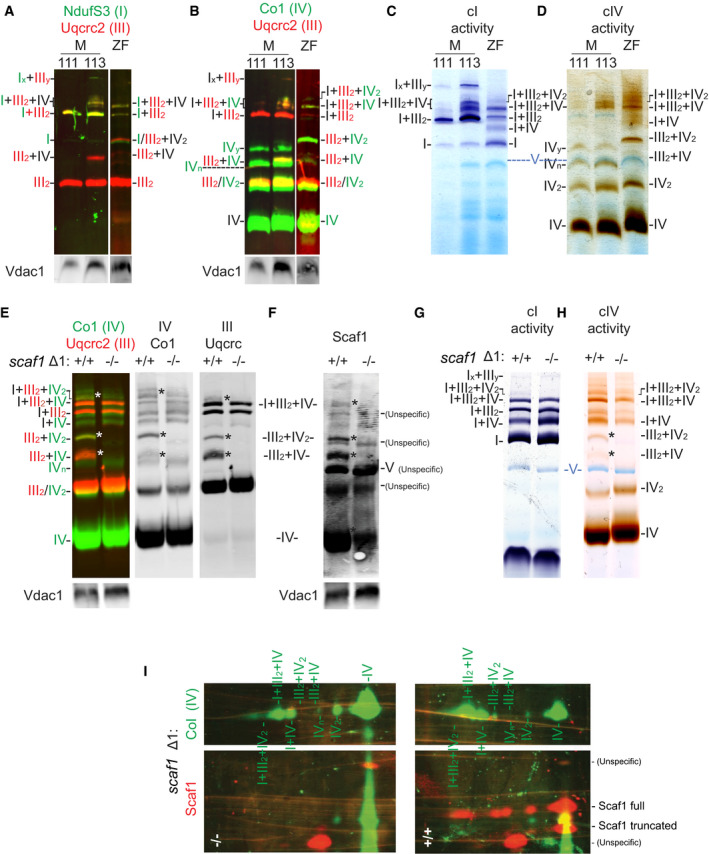
OXPHOS super‐assembly in zebrafish A–DBlue native gel electrophoresis (BNGE) of mouse (M) C57BL/6J (111), CD1 (113), and zebrafish (ZF) skeletal muscle digitonin‐solubilized mitochondria. (A, B) Immunodetection of the indicated proteins after BNGE, (C) in‐gel activity for CI and (D) CIV (shown is a representative gel from two technical and two biological replicates).E–HBNGE of whole‐body zebrafish digitonin‐solubilized mitochondria of *scaf1* ^Δ1/Δ1^ (−/−) and its respective *scaf1* ^+/+^ counterpart. (E, F) Immunodetection of the indicated proteins, (G) in‐gel activity of CI and (H) CIV (representative gel from two technical and three biological replicates).I2D BNGE/SDS electrophoresis: 1^st^ dimension with digitonin (Dig) and 2^nd^ dimension with SDS, followed by immunoblotting with the indicated antibodies to identify the proteins detected by the commercial anti‐SCAF1 antibody. Asterisks indicate missing bands in *scaf1* ^Δ1/Δ1^.

**Figure EV1:**
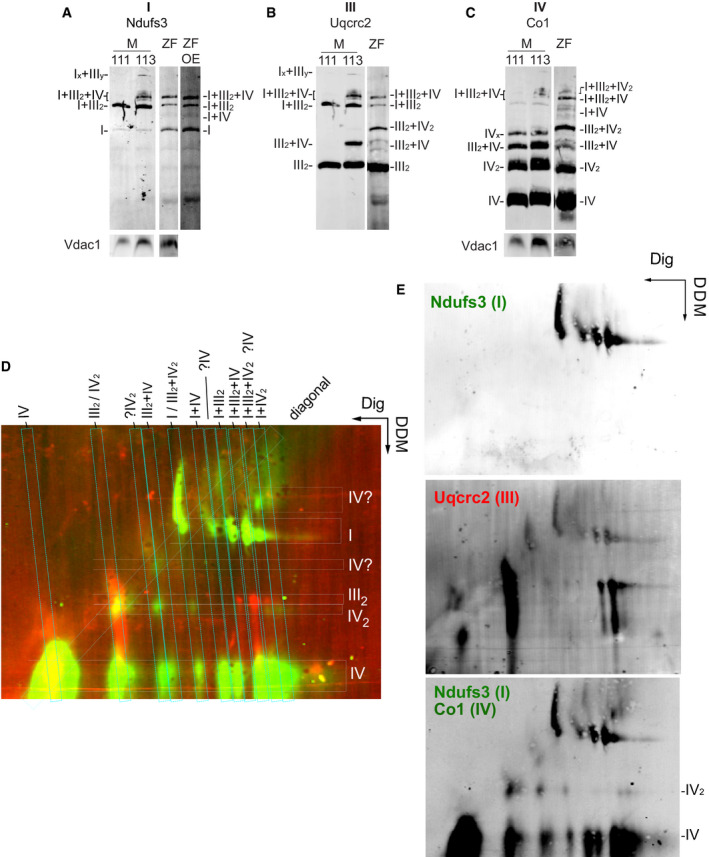
Characterization of OXPHOS super‐assembly in zebrafish A–CSplit channels of BNGE of mouse (M) C57BL/6J (111), CD1(113), and zebrafish (ZF) muscle mitochondria shown in Fig 1A and B.D, EImmunodetection of the indicated proteins after 2D BNGE/DDM electrophoresis of whole‐body zebrafish mitochondria (representative of *n *=* *3). Merged (D) and (E) split channels.

The novel band containing CIII and CIV is compatible with the presence of a dimer of CIII with two molecules of CIV. Two alternative structural arrangements could generate this band—the interaction of two dimers, III_2_ and IV_2_ (SC III_2 _+ IV_2_), or the interaction of one dimer of III with two monomers of IV (SC IV_ _+ III_2 _+ IV or SC 2IV_ _+ III_2_). To distinguish between these possibilities, we performed 2D BNGE using digitonin as a detergent in the first dimension to preserve the integrity of SCs, and *n*‐dodecyl‐β‐d‐maltoside (DDM) in the second dimension to disaggregate SCs while substantially preserving the integrity of the complexes 22 (Fig EV1D and E). This analysis allowed us to differentiate between co‐migration and true DDM‐sensitive interactions and to discern whether CIV was in a monomeric or dimeric form. Although DDM partially disassembled IV_2_ into its monomers, we were still able to detect a considerable proportion of IV_2_. Indeed, we found a dimer of CIV (IV_2_) present in the novel high molecular weight band containing CIII and CIV, indicating that this co‐migration is due to the physical interaction between III_2_ and IV_2_ (Fig EV1D and E). In addition, 2D‐BNGE analysis demonstrated that CI and CIV co‐migration was due to a physical interaction between them in the form of SC I_ _+ IV, which could be disrupted by DDM (Fig EV1D and E). Interestingly, this assay also revealed the presence of CIV dimers in high molecular weight structures associated with CI and CIII (putative SC I_ _+ III_2 _+ IV_2_) or with CI alone (putative SC I_ _+ IV_2_; Fig EV1D and E).

These observations were confirmed in mitochondria purified from whole zebrafish (Fig EV2A–E). Of relevance, the pattern of zebrafish BNGE bands was stable at 4 and 10 g/g proportion of digitonin, whereas 1 g/g proportion was unable to sufficiently solubilize the mitochondrial membranes (Fig EV2F).

**Figure EV2:**
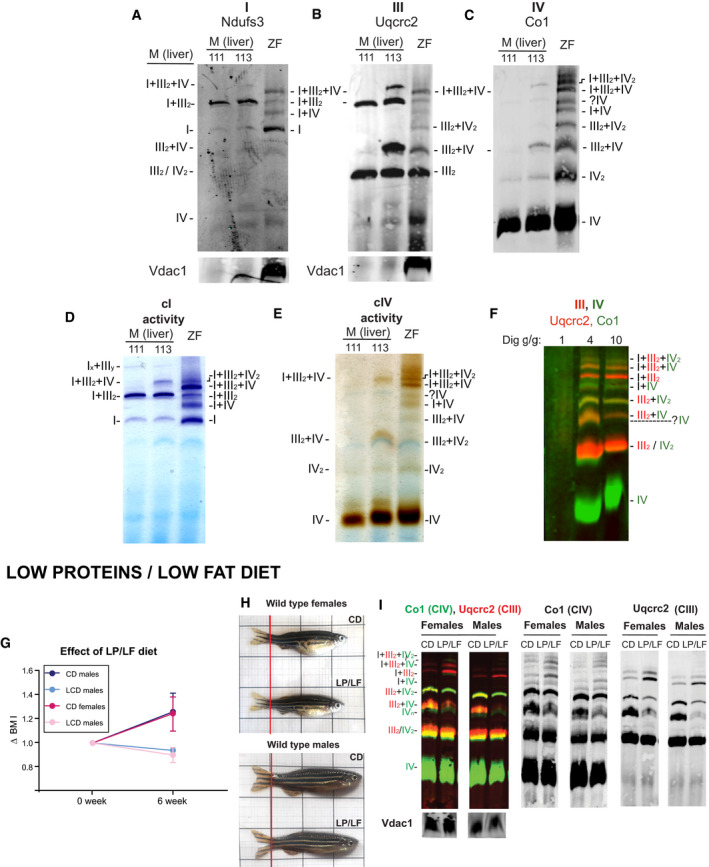
OXPHOS super‐assembly in whole zebrafish and mouse liver in homeostasis and low‐protein/low‐fat diet A–EBNGE of mouse (M) C57BL/6J (111) and CD1(113) liver mitochondria and zebrafish (ZF) whole‐body mitochondria, digitonin‐solubilized. (A–C) Immunodetection of the indicated proteins, (D) CI and (E) CIV in‐gel activity (representative of two technical and three biological replicates).FImmunodetection of the indicated proteins of digitonin‐solubilized whole‐body zebrafish mitochondria with different concentrations of digitonin.G–IBNGE of zebrafish fed with low‐protein/low‐fat diet (LP/LF) and control diet (CD). (G) variation of BMI of fish after 6 weeks in LP/LF and CD (H) Representative images. (I) Representative BNGE of whole fish mitochondria of fish fed during 6 weeks in the indicated diet (experimental replicates *n *=* *2 are composed by a pool of *n *=* *2 biological replicates).

To evaluate whether the proposed role of respiratory complex super‐assembly plasticity during the adaptation to variations in metabolic resources applies to zebrafish, we fed adult zebrafish for 6 weeks with a low‐protein/low‐fat (LP/LF) diet, which leads to malnutrition (Fig EV2G–I). LP/LF‐fed fish showed a decrease in weight, which was accompanied by an increase in SC I_ _+ III_2_ and SC I_ _+ III_2 _+ IV_1–2_ and a decrease in SC III_2 _+ IV_1_, while SC III_2 _+ IV_2_ remains stable (Fig EV2I). These results confirm that the organization of the ETC is modulated in response to metabolic changes also in zebrafish.

Given the similarities with mice and the possibility to study novel SCs such as I_ _+ IV and those containing IV_2_, we conclude that the zebrafish is a valuable model to study SC assembly and function.

### Role of Scaf1 in zebrafish respiratory complexes super‐assembly

To assess structural and physiological effects of alterations in complex super‐assembly, we generated a zebrafish *scaf1* null mutant model. Zebrafish *scaf1*, also known as *cox7a2l* and *cox7a3*, is highly conserved compared with mammals (Appendix Fig S1A). We generated two independent *scaf1* zebrafish null allele lines using CRISPR/Cas9 technology (Δ1 and Δ2; Appendix Fig S1B and C). We introduced premature STOP codons after amino acids 43 and 51, respectively, which, according to sequence information, lead to a short non‐functional protein (Appendix Fig S1D and E). As anticipated, we could not detect Scaf1 protein by Western blotting of *scaf1* ^∆1^ and *scaf1* ^∆2^ homozygous fish (Appendix Fig S1F). We next extracted mitochondria from whole *scaf1* ^+/+^ and *scaf1* ^−/−^ fish and compared SC formation by BNGE (Fig 1E–H). The lack of Scaf1 completely eliminated the two bands of SCs containing CIII and CIV (SC III_2 _+ IV, SC III_2 _+ IV_2_). It also strongly diminished the SC I_ _+ III_2 _+ IV_2_ band, whereas the SC I_ _+ III_2 _+ IV was only slightly decreased in intensity. Immunodetection of CIII, CIV, and Scaf1 (Fig 1E and F) as well as CI and CIV in‐gel activity assays (Fig 1G and H) confirmed these observations.

Scaf1 was immunodetected in BNGE in a greater number of bands than those reported in mammals, from which three completely disappeared in *scaf1* ^−/−^ samples (Fig 1F). We found that this is due to the use of a new Scaf1 antibody generated against the entire protein, as the previously well‐established antibody generated against a Scaf1‐specific peptide was discontinued. The new antibody caused the appearance of strong non‐specific immunoreactive bands. To distinguish between Scaf1‐specific and non‐specific immunodetected signals, we performed 2D‐BNGE/SDS–PAGE electrophoresis of *scaf1* ^+/+^ and *scaf1* ^−/−^ samples (Fig 1I). This analysis revealed that the antibody recognized four proteins of different molecular weight. Two of them remained present in the *scaf1* ^−/−^ sample, indicating that they correspond to spurious signals. From the two specific signals that disappeared in *scaf1* ^−/−^ samples, one matched with the expected size of Scaf1 and migrated in 5 different spots corresponding to complexes IV, IV_2_, SC III_2 _+ IV, SC III_2 _+ IV_2_, SC I_ _+ III_2 _+ IV, and SC I_ _+ III_2 _+ IV_2_. Unexpectedly, a second specific protein with lower molecular weight was present in two spots (IV, IV_2_), suggesting the presence of a shorter form of Scaf1 (Fig 1I).

To further study the effect of Scaf1 loss of function on SC assembly, we performed high‐throughput Blue‐DiS‐based proteomics of the entire BNGE run of *scaf1* ^+/+^ and *scaf1* ^−/−^ samples. This allowed the detection of around 9,000 UNIPROT entries (Dataset EV1). In the currently annotated zebrafish proteome, most of the UNIPROT entries are unreviewed, a large proportion is referred to as fragments, and a great number of entries correspond to unidentified proteins (Dataset EV1). Therefore, some entries may correspond to the same gene and would not accurately report the number of different proteins within the gel. Proteins were detected at a very variable concentration covering six orders of magnitude, from which mitochondrial proteins, and in particular the inner membrane proteins, were the most abundant (Dataset EV1). Proteomic analysis confirmed the pattern of OXPHOS complexes obtained by immune analysis and in‐gel activity (Figs 2A and EV3C and D). It also revealed the high reserve of the CI N‐module retaining its NADH dehydrogenase activity (Figs 1G and EV3C and D). This accumulation was paralleled by a significant amount of CI subcomplex lacking NADH activity that co‐migrated with SC III_2 _+ IV (Figs 1G and EV3C and D). Of note, proteomic analysis also confirmed the loss of Scaf1 protein in *scaf1* ^−/−^ (Fig EV3C and D).

**Figure 2:**
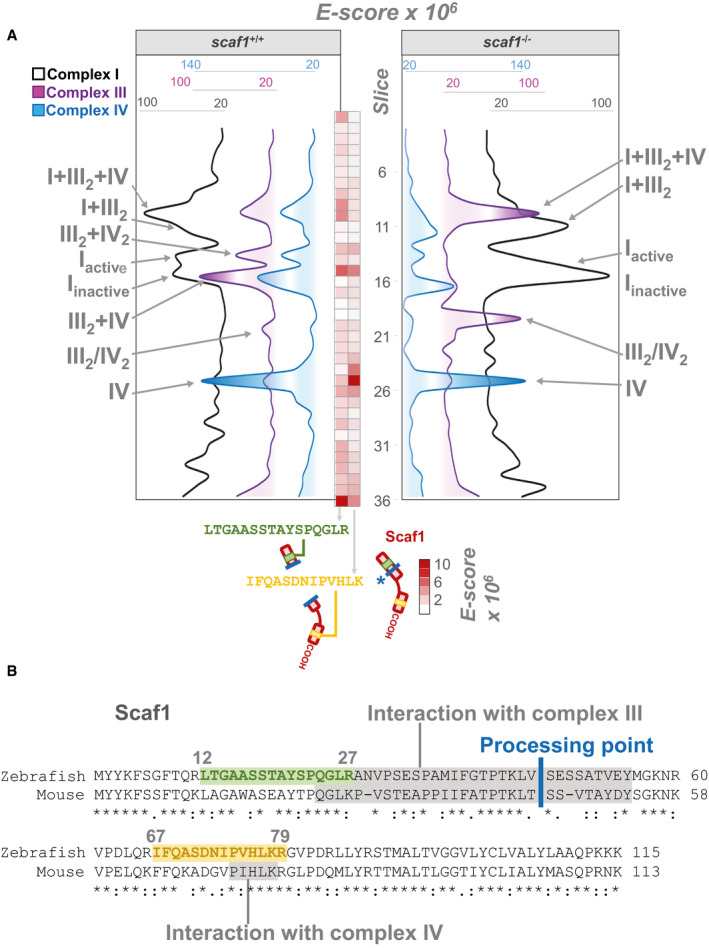
Blue‐DiS proteomics of *scaf1* ^+/+^ and *scaf1* ^−/−^ isolated mitochondria Quantitative data‐independent scanning (DiS) mass spectrometry protein profiles for CI, CIII, and CIV. Vertical numbers indicate the BNGE gel slices. Left and right profiles correspond to *scaf1* ^+/+^ and *scaf1* ^Δ1/Δ1^ animals, respectively. Red heatmap corresponds to the *E*‐score from two proteotypic Scaf1‐derived tryptic peptides spanning sequences ascribed to the CIII‐interacting site (in green) and to the CIV‐interacting site (in yellow) in *scaf1* ^+/+^ fish. Thick blue line, marked with an asterisk, indicates the putative proteolytic site in Scaf1.Sequence alignment of Scaf1 protein in mouse and zebrafish. Structural and functional regions previously described in mouse are indicated in shaded gray boxes. Thick blue line indicates the proteolytic processing site in the mouse sequence.

**Figure EV3:**
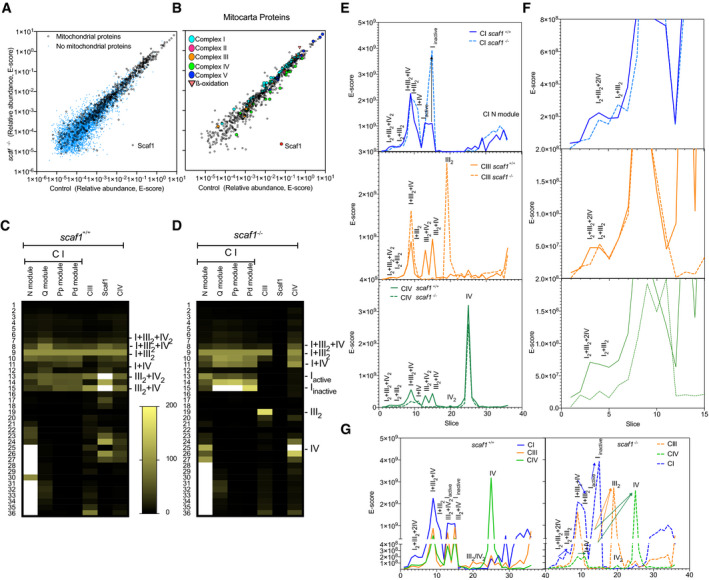
Analysis of mitochondrial complexes by Blue‐DiS proteomics A, BCorrelation between the abundance of proteins (expressed as sum of *E*‐scores of the corresponding peptides) detected in the analysis of *scaf1* ^+/+^ and *scaf1* ^−/−^ animals. Proteins were considered mitochondrial according to the classification in the mouse MitoCarta 2.0 database. Non‐mitochondrial proteins include true non‐mitochondrial proteins and potential mitochondrial proteins that failed to be identified as such. In (B), only the mitochondrial proteins are represented, indicating the proteins from the indicated groups.C, DHeatmaps showing the summed absolute abundance of selected protein groups across BNGE gel slices. For a better comparison, absolute abundances were normalized using the values of slice 9 as a reference. Qualitative migration of the added *E*‐score value for each indicated complex, subcomplex, or protein. For each line, data were normalized within a 100–0 range, with 100 being the value of slice 9. The color scale is established as a linear increase from black (being 0) to the green in slice 9 (being 100). Any value over 100 is white.E–GAnalysis of the quantitative differences between Blue‐DiS profiles of *scaf1* ^+/+^ and *scaf1* ^−/−^ animals. Differences in quantity profiles of CI‐, CIII‐, and CIV‐related complexes and SCs in (E) control and (F) *scaf1* ^−/−^ samples. The insets focus on the differences at very high molecular weights (slices 1–15). (G) Comparative analysis of quantitative profiles of complexes and SCs in control or *scaf1* ^−/−^ samples. Arrows indicate increase, decrease, or shifts of complexes observed between *scaf1* ^−/−^ and control samples.

The proteomic analysis also allowed a more quantitative estimation of the changes induced by Scaf1 ablation (Fig EV3E–G). It confirmed that the absence of functional Scaf1 impaired the super‐assembly of CIII with CIV (Fig EV3E) and showed that both CIII and CIV completely disappeared from SC III_2 _+ IV_2_ and SC III_2 _+ IV bands, with the concomitant increase in III_2_ and IV. Conversely, the electrophoretic mobility of the full and partially assembled forms of CI was unaffected, demonstrating that they co‐migrate but do not interact (Fig EV3E–G). Nevertheless, we noticed a significant quantitative shift from the full CI to the partially assembled form of CI and a parallel increase in the amount of the free CI N‐module. Proteomic analysis also confirmed that the different forms of respirasomes were still present in the *scaf1* ^−/−^ samples. However, it revealed quantitative differences when comparing *scaf1* ^−/−^ and controls, with a reduction in SC I_ _+ III_2 _+ IV and in the putative SC I_2 _+ III_2 _+ IV_2,_ as well as an increase in SC I_ _+ III_2_, the putative SC I_2 _+ III_2,_ and the amount of SC I_ _+ IV (Fig EV3E–G).

Proteomic analysis confirmed that the smaller protein co‐migrating with IV and IV_2_ was indeed a version of Scaf1 missing its amino terminus (Fig 2A). By monitoring the presence of two proteotypic peptides for zebrafish Scaf1 located either at the amino‐ (CIII‐interacting domain) or carboxy‐ (CIV‐interacting domain) portions of the protein (Fig 2B), we were able to determine whether Scaf1 was present in full or truncated forms. We found that the proportion of the two peptides was similar (slice 15, red‐scaled heatmap in Fig 2A), demonstrating the presence of full‐length Scaf1 only in the bands where CIII and CIV interact. By contrast, when Scaf1 was found in free CIV (slice 25, red‐scaled heatmap in Fig 2A), the abundance of the amino‐peptide was severely decreased and only the carboxy‐peptide was detected in significant amounts. We speculate that the short Scaf1 form might derive from the proteolytic cleavage of full‐length Scaf1 in a position located in the sequence of interaction with CIII (processing point Fig 2B), disrupting the interaction between CIII and CIV and giving rise to the free complexes. This interpretation is consistent with the fact that the Scaf1 amino terminus appeared at the bottom of the gel (Fig 2A) and with the observation of a similar phenomenon in mouse mitochondria 23.

### *scaf1* loss of function leads to non‐pathological physiological changes in zebrafish

Interestingly, the ablation of Scaf1 caused a prominent phenotype in zebrafish (Fig 3). Both males and females were significantly shorter (Fig 3A–D), and females weighed significantly less (Fig 3E and F).

**Figure 3:**
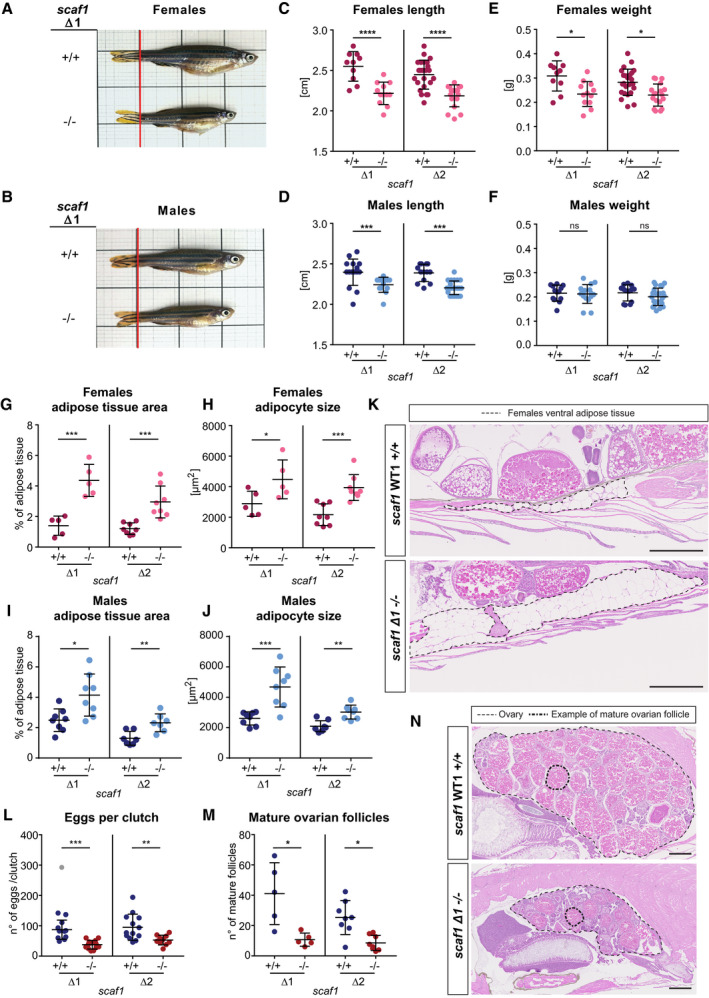
Phenotype consequences of Scaf1 loss of function A, BRepresentative images from *scaf1* ^+/+^ and *scaf1* ^−/−^ (A) female and (B) male adult zebrafish.C–FSize of *scaf1* ^Δ1/Δ1^ and *scaf1* ^Δ2/Δ2^ (*scaf1* ^−/−^) fish in comparison with their respective *scaf1* ^+/+^ wild type (WT) lines, (C) length and (E) weight of females (Δ1 +/+ *n *=* *10, Δ1 −/− *n *=* *12, Δ2 +/+ *n *=* *24, Δ2 −/− *n *=* *18); (D) length and (F) weight of males (Δ1 +/+ *n *=* *16, Δ1 −/− *n *=* *13, Δ2 +/+ *n *=* *13, Δ2 −/− *n *=* *23).G–KAdipose tissue measurements on hematoxylin–eosin (H&E)‐stained adult zebrafish sagittal sections. (G, I) Adipose tissue area per total section area (average of 3 sections/biological replicate) and (H, J) adipocyte size (average of 20–30 adipocytes of ventral adipose tissue per biological replicate) of females (G, H) (Δ1 *n *=* *5, Δ2 *n *=* *8, same number of animals for homozygous mutants and controls) and males (I, J) (Δ1 *n *=* *8, Δ2 *n *=* *7, same number of animals for homozygous mutants and controls). (K) Representative images of ventral fat deposits in females (dotted lines).L–NEffect of Scaf1 loss of function on female fertility. (L) Number of eggs per clutch (Δ1 +/+ *n *=* *12, Δ1 −/− *n *=* *13, Δ2 +/+ *n *=* *13, Δ2 −/− *n *=* *10). (M) Quantification of mature ovary follicles per ovary section (average of three sections/biological replicate; Δ1 *n *=* *5, Δ2 *n *=* *8; same number of animals for homozygous *scaf1* ^+/+^ and *scaf1* ^−/−^). (N) Representative images of H&E‐stained ovaries. Dotted lines delineate adipose tissue.Data information: One‐way ANOVA. Outliers are shown in gray and were not considered for the statistical analysis. Data are represented as mean ± SD. *P <* *0.05, **P <* *0.01, ***P <* *0.001, ****P <* *0.0001. Scale bars = 500 μm.

We further observed that *scaf1* ^−/−^ animals accumulated more adipose tissue and showed increased adipocyte cell size (Fig 3G–K), indicating an altered metabolism. In addition, *scaf1* ^−/−^ females showed a decrease in fertility, with a lower number of eggs per clutch (Fig 3L), possibly due to delayed oocyte maturation (Fig 3M and N). Despite the observed defect in fertility, embryonic development was normal in *scaf1* ^−/−^ (Appendix Fig S2A–D). Change in length, as seen in adults, became apparent at 3 days post‐fertilization (dpf) and reached a stable value at 3 months post‐fertilization (mpf) (Appendix Fig S25E–G). Changes in body weight between *scaf1* ^−/−^ and wild‐type sibling reached significance after 3 mpf in females and 5 mpf in males (Appendix Fig S2G). Length and body weight alterations, as well as a loss of super‐assembly between CIII and CIV, were observed in both *scaf1* ^−/−^ zebrafish lines, Δ1 and Δ2 but not in heterozygous *scaf1* ^+/−^ siblings (Appendix Fig S2H–M). Moreover, *scaf1* ^+/−^ offspring from homozygous *scaf1* ^−/−^ females did not present any phenotype, showing that there is no maternally contributed role for Scaf1 (Appendix Fig S2H–L).

To fully confirm that the observed phenotype is directly caused by the absence of Scaf1, we generated a transgenic Scaf1 gain of function model in the *scaf1* ^−/−^ background (Fig EV4). This transgenic zebrafish line *Tg(ubi:scaf1)* expresses Scaf1 under the control of the *ubiquitin* promoter (*ubi*), which drives an ubiquitous expression in the whole zebrafish throughout all developmental stages. *scaf1* ^−/−, Tg/−^ recovered the SC III_2 _+ CIV_1–2_ super‐assembly (Fig EV4B) and presented increased body size when compared to their non‐transgenic *scaf1* ^−/−^ siblings under regular feeding. No differences in size of *scaf1* ^−/−, Tg/−^ fish were observed compared to *scaf1* ^+/+^ fish (Fig EV4C–F), and *scaf1* ^−/−, Tg/−^ fish were significantly larger than *scaf1* ^−/−^ siblings. This result confirms that the lack of CIII and CIV super‐assembly as well as the effect on organismal growth observed in *scaf1* ^−/−^ is specific to loss of Scaf1 function.

**Figure EV4:**
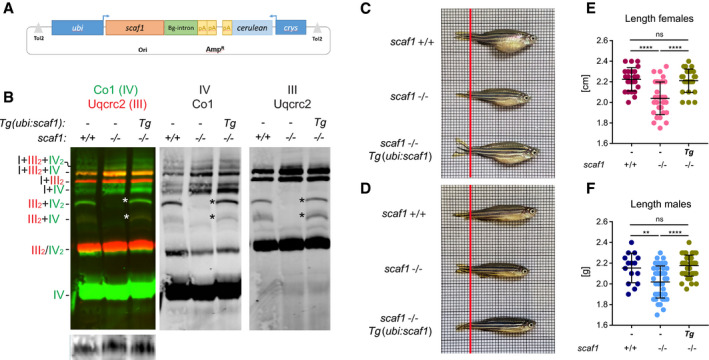
Transgenic expression of *scaf1* recovers CIII and CIV super‐assembly and fish size of *scaf1* ^−/−^ fish AScheme of the transgenic construct *Tg*(*ubi:scaf1*). ubi, ubiquitin promoter. Βg‐intron, beta‐globin intron, pA, poly A, *crys*, crystalline promoter (used as selection marker).BImmunodetection of the indicated proteins of BNGE from whole fish mitochondria *scaf1* ^Δ1/Δ1^ (−/−) expressing the transgenic construct *Tg*(*ubi:scaf1*) in heterozygosis, their *scaf1* ^Δ1/Δ1^ siblings with no transgenic expression, and *scaf1* ^+/+^ zebrafish (representative BNGE of *n *=* *5). Asterisks mark bands’ absence in *scaf1* ^Δ1/Δ1^ (−/−) recovered by the transgenic expression of *scaf1*.C, DRepresentative images from *scaf1* ^+/+^, *scaf1* ^Δ1/Δ1^ (*scaf1* ^−/−^), and scaf1^−/−^, Tg/− (C) female and (D) male zebrafish (3 mpf).E, FSize of *scaf1* ^+/+^, *scaf1* ^Δ1/Δ1^ (*scaf1* ^−/−^), and scaf1^−/−, Tg/−^ fish (E) length of females (*scaf1* ^+/+^ *n *=* *23, *scaf1* ^−/−^ *n *=* *39 and *scaf1* ^−/−, Tg/−^ *n *=* *25); and (F) males (*scaf1* ^+/+^ *n *=* *15, *scaf1* ^−/−^ *n *=* *31 and scaf1^−/−, Tg/−^ *n *=* *44).Data information: One‐way ANOVA. ns *P *>* *0.05, **P <* *0.01, ****P <* *0.0001. Data are represented as mean ± SD.

In sum, the lack of Scaf1 leads to phenotypes resembling malnourishment in zebrafish (reduced growth and reproduction efficiency) 24, 25 when they are fed in equal conditions as *scaf1* ^+/+^ fish. Therefore, Scaf1 loss of function impairs the proper energy conversion from nutrients, storing them in abnormally high amounts at the adipose tissue instead of using them for energy production. Importantly, these results reveal a physiological role for Scaf1 as an OXPHOS supercomplex assembly factor at the organismal level.

### Mitochondrial consequences of *scaf1* loss of function

To determine whether the observed phenotypes could be directly related to OXPHOS function, we first used transmission electron microscopy (TEM) to establish whether the absence of Scaf1 induced any ultrastructural alterations in zebrafish mitochondria (Fig 4A). We observed more fragmented mitochondria (Fig 4B) with wider cristae (Fig 4C). Increased cristae lumen width has previously been associated with the reduction of super‐assembly of respiratory complexes in models of cristae junction disruption 26, 27. No differences in mitochondria content were noted, as measured by the ratio of mitochondrial DNA to nuclear DNA (Fig 4D and E).

**Figure 4:**
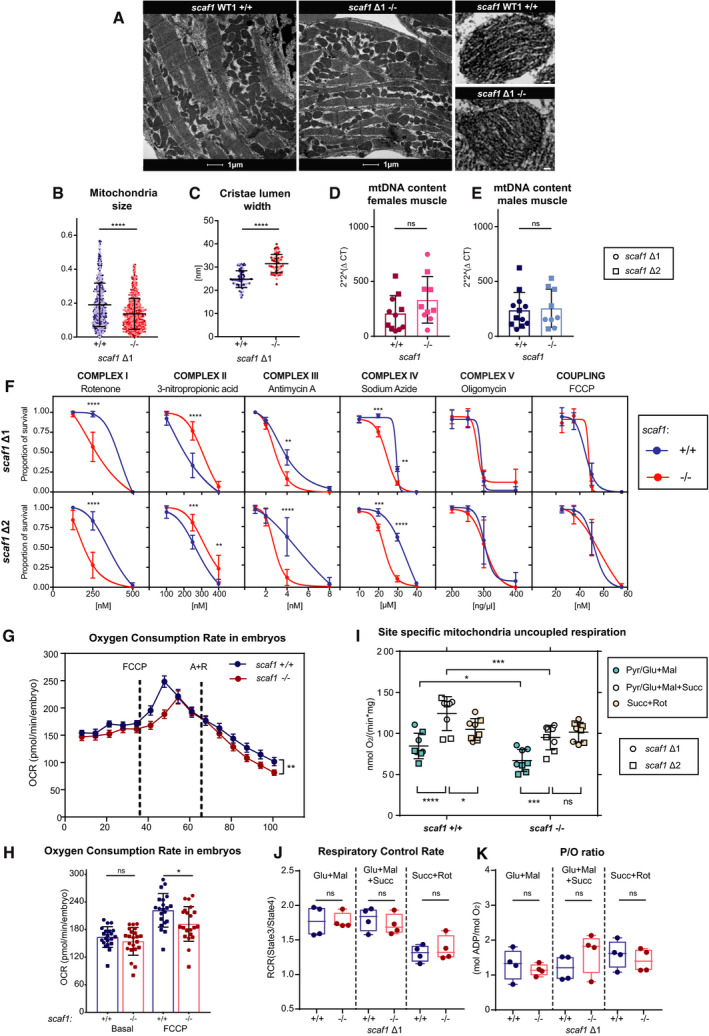
Scaf1 loss of function leads to alterations in mitochondrial structure and performance A–CTransmission electron microscopy image of cardiac muscle from *scaf1* ^Δ1/Δ1^ (*n *=* *3) and *scaf1* ^+/+^ fish (*n *=* *3). (A) Representative images showing mitochondria. (B) Mitochondria size (100–150 mitochondria per biological sample). (C) Cristae lumen width (average of three cristae per mitochondria, 20 mitochondria per biological sample). Different biological replicates are represented with different color tones.D, EMitochondrial DNA copy number per nuclear copy number in muscle in females (D) and males (E) (Δ1 *n *=* *6, Δ2 *n *=* *6 and same number for their respective controls).FSurvival curve of 4 days post‐fertilization embryos treated with different concentrations of the indicated OXPHOS inhibitors (three experimental replicates per biological replicate and three biological replicates).G, HOxygen consumption of 48 h post‐fertilization embryos using the XFe24 Seahorse analyzer, (G) representative oxygen consumption rate (OCR) profile along time, and (H) maximum OCR (Δ1 *n *=* *11, Δ2 *n *=* *11, *n *=* *10, *n *=* *11, respectively, for their controls).IMaximum uncoupled (FCCP) OCR in isolated mitochondria from adult fish (male and females Δ1 *n *=* *4 and Δ2 *n *=* *4, and same number for their respective controls) with the indicated site I [pyruvate (Pyr), glutamate (Glu), malate (Mal)] or site II [succinate (Succ)] substrates.J, KRespiratory control ratio (RCR; State 3/State 4) (J) and P/O ratio (K) in isolated mitochondria from adult fish (male and females Δ1 *n *=* *4, and same number for their respective controls) with the indicated substrates.Data information: (B–E, G, H, J, K) Unpaired *t*‐test, (F) two‐way ANOVA, and Sidak's multiple comparison test. (I) Two‐way ANOVA, *post hoc* Fisher's LSD test. ns *P *>* *0.05, *P <* *0.05, **P <* *0.01, ***P <* *0.001, ****P <* *0.0001. Data are represented as mean ± SD, or (G) as ± SEM. Scale bars = large image 1 μm, small image 50 nm.

To further assess whether OXPHOS function was affected, we determined the susceptibility of 4 dpf *scaf1* ^+/+^ and *scaf1* ^−/−^ larvae to pharmacological inhibitors of the respiratory complexes I, II, III, and IV, as well as inhibitors of H^+^‐ATPase (CV) and mitochondrial coupling (Fig 4F) 28, 29. Notably, *scaf1* ^−/−^ embryos were significantly more sensitive than *scaf1* ^+/+^ embryos to the inhibition of CI, CIII, and CIV, which participate in the formation of SCs, but were more resistant to the inhibition of CII (Fig 4F), which does not super‐assemble. In addition, the inhibition of CV (ATP synthesis) and the coupling between the ETC and ATP synthesis with FCCP were both insensitive to the presence of Scaf1 (Fig 4F).

To gain direct insight on the impact of the Scaf1 ablation in mitochondrial respiration, we estimated the oxygen consumption capacity (OCR) of live mutant and wild‐type zebrafish larvae using the Seahorse XFe24 analyzer 30. Whereas the ablation of Scaf1 had no impact on the basal respiration, maximum oxygen consumption was significantly lower in zebrafish larvae lacking Scaf1 (Fig 4G and H). Notably, mitochondrial respiration of *scaf1* ^−/−^ larvae was more sensitive to antimycin and rotenone (Fig 4G), providing a plausible explanation for the higher lethality of these drugs on *scaf1* ^−/−^ larvae (Fig 4F).

The impact of Scaf1 ablation on mitochondrial respiration performance was also assessed in isolated mitochondria from adult zebrafish (Fig 4I–K). Both respiratory control ratio (RCR) and phosphate/oxygen ratio (P/O ratio) were unaffected by the loss of Scaf1 (Fig 4J and K). However, we again observed that maximum respiration was significantly lower in *scaf1* ^−/−^ zebrafish mitochondria than in wild‐type counterparts (Fig 4I). We measured oxygen consumption in the presence of site I (pyruvate/glutamate and malate) or site II (succinate) substrates, finding that the decrease in maximum respiration was due to a decrease in site I substrate respiration, with site II respiration unaffected (Fig 4I). Additionally, we observed that the respiration of wild‐type zebrafish mitochondria with the combination of site I and site II substrates was higher than that obtained with only site I or site II substrates. This phenomenon was described previously in mouse 1 and bovine mitochondria 31. Of note, site II substrates alone allowed a respiration level similar to that with combined site I and site II substrates in zebrafish *scaf1* ^−/−^ mitochondria, reproducing our observations in SCAF1‐deficient mouse mitochondria 1.

These analyses demonstrate that the loss of Scaf1 has a direct functional impact on both OXPHOS performance and mitochondria structure.

### Diet determines *scaf1* ^−/−^ physiological phenotypes

The overall phenotype of *scaf1* ^−/−^ animals suggests metabolic inefficiency due to non‐pathological decrease in mitochondria performance. We wondered whether increasing food availability could ameliorate the phenotype of *scaf1* ^−/−^ animals. We fed *scaf1* ^+/+^ and *scaf1* ^−/−^ fish with the double amount of food, which was distributed in more doses per day to ensure complete intake. Strikingly, this treatment was sufficient to eliminate the differences in growth (Figs 5A–C and EV5A–C) after only 4 weeks. As expected, *scaf1* ^+/+^ animals fed with double diet showed a prominent increase in adipose tissue area and adipocyte size, but these changes were not as evident in *scaf1* ^−/−^ animals that already presented elevated accumulation or fat at standard diet (Fig 5D–F). The increase in food also rescued female fertility in *scaf1* ^−/−^ fish (Fig 5G–I).

**Figure 5:**
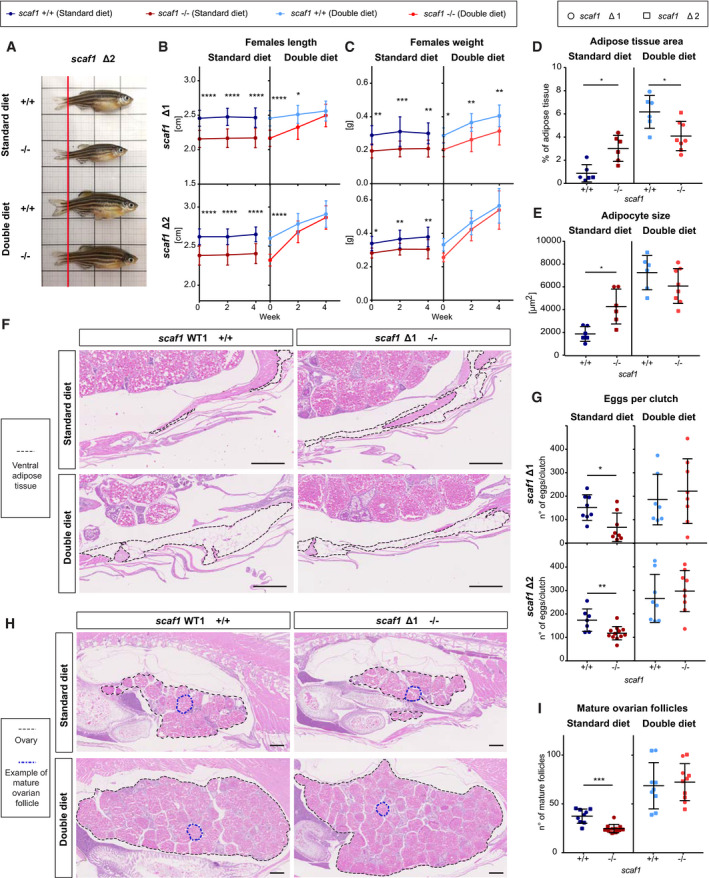
Diet‐induced recovery of *scaf1* ^−/−^ phenotypes Data from females.
ARepresentative images of *scaf1* ^−/−^ and *scaf1* ^+/+^ fish fed with the indicated diets.B, CChanges in (B) length and (C) weight over time (Δ1 +/+ *n *=* *10, Δ1 −/− *n *=* *10, Δ2 +/+ *n *=* *10, Δ2 −/− *n *=* *12–13).D–FAdipose tissue measurements on hematoxylin–eosin (H&E)‐stained adult zebrafish sagittal sections. (D) Adipose tissue area per total section area (average of three sections/biological replicate) and (E) adipocyte size (average of 20–30 adipocytes of ventral adipose tissue per biological replicate; standard diet Δ1 +/+ *n* = 3, Δ1 −/− *n* = 3, Δ2 +/+ *n* = 3, Δ2 −/− *n* = 3, double diet Δ1 +/+ *n* = 3, Δ2 +/+ *n* = 3, Δ1 −/−*n* = 4, Δ2 −/− *n* = 4). *scaf1* ^Δ1^ and *scaf1* ^Δ2^ are represented with circles and squares, respectively. (F) Representative images of ventral fat deposits (dotted lines).GNumber of eggs per clutch (standard diet Δ1 +/+ *n *=* *8, Δ1 −/− *n *=* *8, Δ2 +/+ *n *=* *7, Δ2 −/− *n *=* *12, double diet Δ1 +/+ *n *=* *7, Δ1 −/− *n *=* *8, Δ2 +/+ *n *=* *8, Δ2 −/− *n *=* *9).HRepresentative images of H&E‐stained ovaries. Black dotted lines outline the ovaries, and blue dotted line indicates a mature follicle.IQuantification of mature ovary follicles per ovary section (average of three sections/biological sample; Δ1 *n *=* *2–3, Δ2 *n *=* *6).Data information: (B, C) Two‐way ANOVA, (D, I) unpaired *t*‐test, and (E, G) one‐way ANOVA. Data are represented as mean ± SD. *P <* *0.05, **P <* *0.01, ***P <* *0.001, ****P <* *0.0001. Scale bars = 500 μm.

**Figure EV5:**
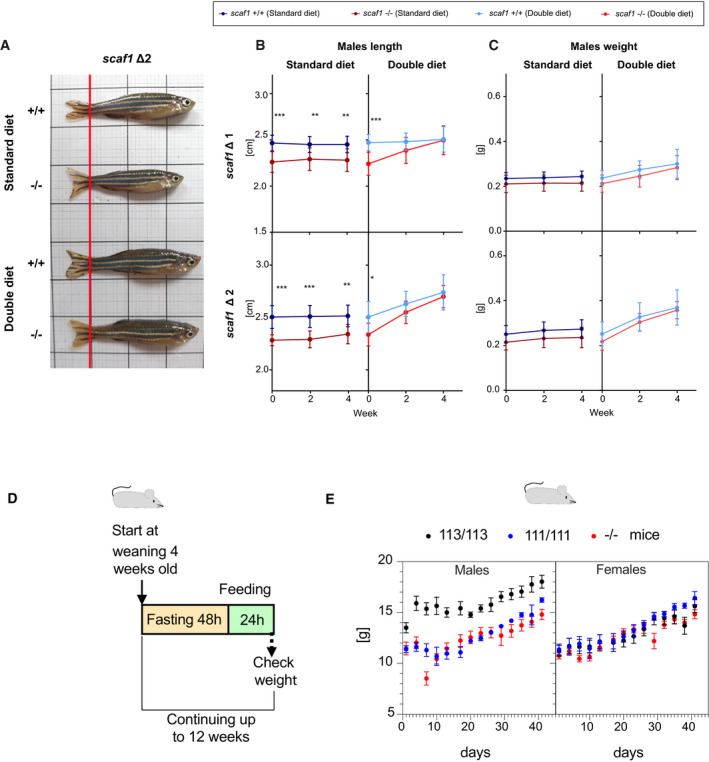
Diet‐induced recovery of *scaf1* ^−/−^ phenotypes in males and diet effect in SCAF1‐deficient mice ARepresentative images of *scaf1* ^−/−^ and *scaf1* ^+/+^ males fed with the indicated diets.B, CSize of males after the indicated diet. (B) Changes in length and (C) weight over time (Δ1 +/+ *n *=* *10, Δ1 −/− *n *=* *10, Δ2 +/+ *n *=* *10, Δ2 −/− *n *=* *7–8).D, EEffect of SCAF1 loss of function on weight gain in mice after starvation. (D) Scheme of the food restriction experiment in mice. (E) Impact of food restriction in C57BL/6JOlaHsd mice with the functional version of SCAF1 113/113, with the spontaneous mutation in SCAF1 111/111 (natural C57BL/6JOlaHsd mice harbor a non‐functional version of SCAF1) and in C57BL/6JOlaHsd mice without SCAF1 (SCAF1 KO, −/−). Males 111/111 *n *=* *3; males KO *n *=* *6; males 113/113 *n *=* *2; females 111/111 *n *=* *5; females KO *n *=* *8; females 113/113 *n *=* *5.Data information: (B, C) Two‐way ANOVA. Data are represented as mean ± SD. *P <* *0.05, **P <* *0.01, ***P <* *0.001. (E) Data are represented as mean ± SEM.

To understand the underlying adaptation of mutants and the positive effect of the double diet, we tested whether this phenomenon could be reproduced by feeding the animals with a diet with double the amount of fat (high‐fat diet, HFD), which increases the caloric content to 141% (Appendix Table S1). Under HFD, the differences in growth and fertility induced by the lack of Scaf1 remained, showing that it is the double caloric intake mostly provided by proteins rather than fats which is responsible for rescuing growth and body weight in *scaf1* ^−/−^ animals (Fig 6A–H). HFD still led to an increase in adipose tissue area in zebrafish, being more prominent in *scaf1* ^−/−^ than *scaf1* ^+/+^, while there were no differences in adipocyte size (Fig 6I–L). Thus, the additional caloric intake upon HFD regime, instead of allowing restoration of normal growth, increments body fat in *scaf1* ^−/−^ zebrafish. This suggests that the rescue in size observed upon double diet regime is due to extra amount of protein content in the diet.

**Figure 6:**
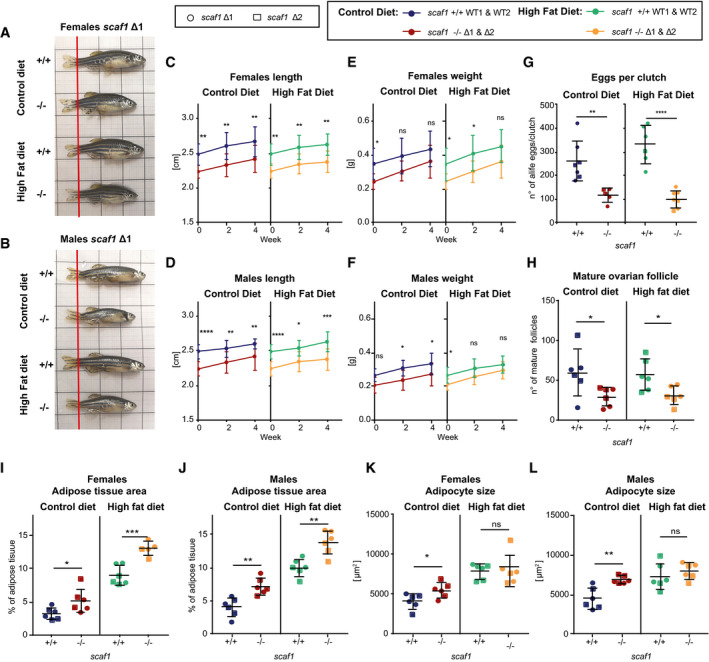
Lack of recovery of Scaf1^−/−^ phenotypes after high‐fat diet A, BRepresentative images of *scaf1* ^−/−^ and *scaf1* ^+/+^ females (A) and males (B) fed with the indicated diets.C, DLength of females (C) and males (D) after the indicated diets (Δ1 +/+ *n *=* *5, Δ1 −/− *n *=* *5, Δ2 +/+ *n *=* *5, Δ2 −/− *n *=* *5).E, FWeight of females (E) and males (F) after the indicated diets (Δ1 +/+ *n *=* *5, Δ1 −/− *n *=* *5, Δ2 +/+ *n *=* *5, Δ2 −/− *n *=* *5).GNumber of eggs per clutch (control diet: Δ1 +/+ *n *=* *4, Δ1 −/− *n *=* *3, Δ2 +/+ *n *=* *3, Δ2 −/− *n *=* *2, high fat diet: Δ1 +/+ *n *=* *5, Δ1 −/−, *n *=* *5 Δ2 +/+ *n *=* *1, Δ2 −/− *n *=* *2).HQuantification of mature ovary follicles per ovary section in hematoxylin–eosin (H&E) histological sections (average of three sections/biological sample; Δ1 *n *=* *3, Δ2 *n *=* *3).I–LAdipose tissue quantification in H&E sections (Δ1 *n *=* *3, Δ2 *n *=* *3) in females (I, K) and males (J, L): adipose tissue area (I, J) and adipocyte size (K, L). Data information: (C–F) Two‐way ANOVA. (G–L) Unpaired *t*‐test. Data are represented as mean ± SD. ns *P *>* *0.05, *P <* *0.05, **P <* *0.01, ***P <* *0.001, ****P <* *0.0001.

We next aimed to analyze whether diet could influence complex assembly or bioenergetics in the absence of Scaf1 (Fig 7). As expected, the comparative analysis of BNGE gels from mutant fish under double diet and standard revealed that double diet did not restore the super‐assembly between CIII and CIV (Fig 7A). Interestingly, the double diet significantly increased the maximum respiration (site I_ _+ II) capacity of isolated adult mitochondria from *scaf1* ^−/−^ animals, although it remained below wild‐type respiration levels (Fig 7B). Therefore, despite the phenotype recovery, OXPHOS capacity in double diet is not fully normalized.

**Figure 7:**
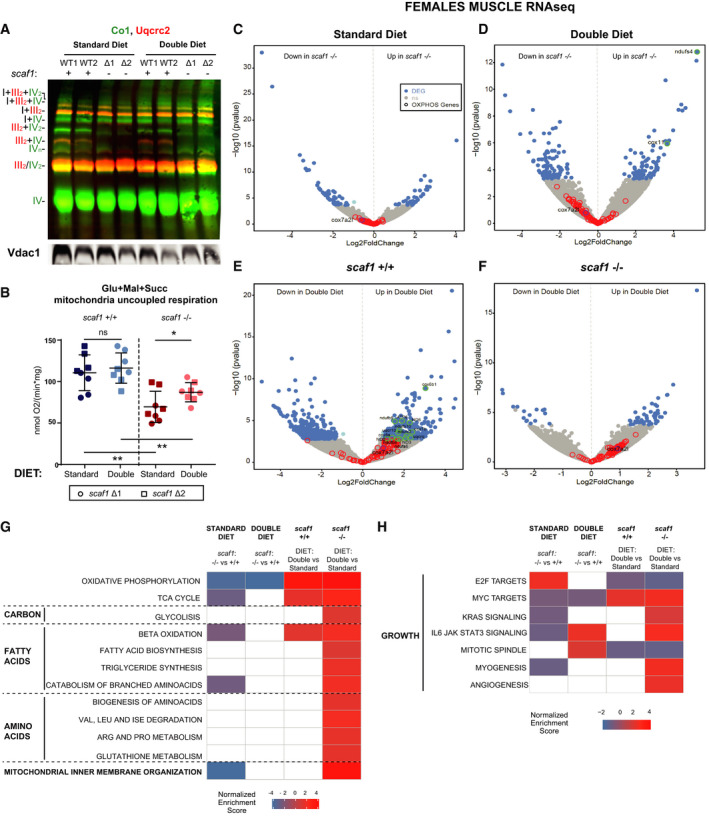
Molecular basis for diet‐induced recovery of *scaf1* ^−/−^ phenotypes AImmunoblot of the indicated proteins of BNGE from female *scaf1* ^+/+^ and *scaf1* ^−/−^ whole zebrafish mitochondria for the indicated diet (representative of *n *=* *2).BMaximum uncoupled (FCCP) oxygen consumption rate in whole zebrafish mitochondria (females Δ1 *n *=* *4 and Δ2 *n *=* *4, and same number for their respective controls) with glutamate (Glu), malate (Mal), and succinate (Succ).C–GRNAseq data from *scaf1* ^+/+^ and *scaf1* ^−/−^ skeletal muscle for the indicated diet (standard diet *scaf1* ^+/+^ and *scaf1* ^−/−^ *n *=* *4, double diet *scaf1* ^+/+^ *n *=* *3, *scaf1* ^−/−^ *n *=* *4). (C‐F) Volcano plots of differentially expressed genes (DEGs). (C) Comparison between *scaf1* ^−/−^ and *scaf1* ^+/+^ zebrafish in standard diet. (D) Comparison between *scaf1* ^−/−^ and *scaf1* ^+/+^ zebrafish in double diet. (E) Comparison of *scaf1* ^+/+^ zebrafish in double diet and standard diet. (F) Comparison of *scaf1* ^−/−^ zebrafish in double diet and standard diet. In blue, significant DEGs (*P*adj < 0.05, log_2_FC > |1|); in gray, not significant DEGs; red circles represent non‐significant differentially regulated OXPHOS genes, green circles represent significant differentially regulated OXPHOS genes, and purple circle represents *scaf1* (*cox7a2l*). (G) Heatmap of metabolic pathways differentially regulated according to gene set enrichment analysis (GSEA) in the indicated comparisons.HHeatmap of differentially regulated growth hallmarks according to GSEA analysis in the indicated comparisons.Data information: (G, H) White squares *P*adj > 0.05, colored squares *P*adj < 0.05. Color scales goes from blue (downregulated) to red (upregulated) gene sets. (B) *T*‐test analysis. Data are represented as mean ± SD. *P <* *0.05, **P <* *0.01.

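In standard diet muscle, the transcript ENSDART00000106252.6 had no count in any of the 4 scaf1−/− fish, while the 4 scaf1+/+ fish had 8.09 ± 6.65 CPM (SD, n = 4; range 2.63 to 16.7). Set against a floor of 3 counts per library, it was at least 31.3-fold lower in scaf1−/− fish. The opposite held for ENSDART00000133704.3, with 1.01 ± 0.11 CPM (SD, n = 4) in scaf1−/− fish and no count in scaf1+/+ fish, at least 2.24-fold higher against the mean floor of the scaf1+/+ libraries. In scaf1+/+ replicate C, at 4045429 counts, the floor alone lies above 1.01 CPM, so its lack of counts says little. Both transcripts were chosen after their values were seen, for being absent in 1 genotype in both diets. By edgeR the adjusted p of each was 0.846, and by DESeq2 it was 2.08e-07 and 0.00261 (with the replicate mark as a block 0.000889 and 0.604, so the second was no longer called, at a log2 fold change of 5.56 against 5.71 before). Over the 26970 transcripts tested, edgeR called 0 transcripts, and 1590 had an unadjusted p under 0.05. Where nothing differs, a share of 0.05 of those tested is expected at such a p. DESeq2 called 52, of which 23 were higher and 29 lower in scaf1−/− fish, and 28 of these had no count in any fish of 1 of the 2 groups. Without scaf1+/+ standard diet replicate C it called 161, with more higher (95) than lower (66). With the replicate mark as a block, a fit added later whose false calls were not measured, it called 695, 212 higher and 483 lower.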

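In double diet muscle, ENSDART00000147947.2 had no count in any of the 4 scaf1−/− fish and 34.8 ± 15.8 CPM (SD, n = 3) in scaf1+/+ fish, at least 131-fold lower in scaf1−/− against a floor of 3 counts per library. ENSDART00000110943.5 had no count in scaf1+/+ fish and 2.42 ± 1.07 CPM (SD, n = 4) in scaf1−/− fish, at least 12.0-fold higher. With edgeR the adjusted p was 0.617 for each. Without scaf1+/+ standard diet replicate C, which enters the estimate of the spread, it was 0.0018 and 0.0472 with the same edgeR test. In that scaf1+/+ fish neither transcript had a count. The other fish of its group had 44.94 to 82.93 CPM of ENSDART00000147947.2 and 1.3 to 1.73 CPM of ENSDART00000110943.5, so the absence there enters each transcript's own spread. These transcripts too were chosen after their values were seen. ENSDART00000106252.6 again had no count in scaf1−/− fish (at least 28.8-fold lower), and ENSDART00000133704.3 none in scaf1+/+ fish (at least 6.04-fold higher in scaf1−/−). In all, edgeR called 0 transcripts with 1361 at an unadjusted p under 0.05, and DESeq2 called 131, 45 higher and 86 lower in scaf1−/− fish. Without replicate C these counts were 4 by edgeR and 291 by DESeq2, of which 140 were higher and 151 lower, and with the replicate mark as a block DESeq2 called 168 higher and 199 lower. On this diet fish with the same mark did not deviate together (r = -0.1 and -0.17), so the block has no backing here. Without replicate C and with the marks B and C of the standard diet fish as a term, edgeR called 22, 19 higher and 3 lower. Transcripts with at least 1 count numbered 29270 to 30839 in scaf1−/− fish and 32212 to 33902 in scaf1+/+ fish on this diet (exact permutation test of the means, two-sided, p = 0.0286, the smallest that 35 splits can give; 0.343 adjusted over 12 such tests).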

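Between the diets in scaf1+/+ fish, ENSDART00000110943.5 had no count in the 3 fish on the double diet. On the standard diet it was at 1.11 ± 0.76 CPM (SD, n = 4), with no count in 1 of those fish, replicate C. By edgeR its adjusted p was 1, and by DESeq2 0.000757, or 0.305 with the replicate mark as a block, where it was no longer called, at a log2 fold change of -7.43 against -6.79 before. Over all transcripts, edgeR called 0, with 1051 at an unadjusted p under 0.05. DESeq2 called 46 transcripts, 13 higher and 33 lower on the double diet, and in 33 of them all fish of 1 of the 2 groups had no count. Without replicate C it called 73, of which 41 were higher, and with the block 185, 85 higher and 100 lower. No mark is shared by scaf1+/+ fish of both diets, so that block compares them only through scaf1−/− fish. With the marks B and C as a term and replicate C left out, edgeR called 325, 305 higher and 20 lower, in a fit that compares the double diet with standard diet fish other than B and C, and 2, both higher, against the mean of all of them. Under limma with a weight per library, a setting chosen after seeing the data, 140 were called, 95 higher and 45 lower on the double diet. The weights of the standard diet fish were 3.16 (6), 1.3 (7), 0.5 (B) and 0.19 (C), so this comparison too rested mostly on fish other than B and C.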

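In scaf1−/− fish, ENSDART00000147947.2 had 18.3 ± 8.82 CPM (SD, n = 4) on the standard diet and no count in the 4 fish on the double diet, at least 69-fold lower against a floor of 3 counts per library. Its adjusted p from edgeR was 0.709, and 0.00332 without scaf1+/+ standard diet replicate C, a fish in which it also had no count. Of all transcripts tested, 0 were called by edgeR, and 1535 had an unadjusted p under 0.05. DESeq2 called 175, of which 35 were higher and 140 lower on the double diet. In 100 of these 175, all fish of 1 of the 2 groups had no count. With the replicate mark as a block it called 129 higher and 70 lower, but only mark 6 is shared by scaf1−/− fish of both diets. Without replicate C, edgeR called 1 and DESeq2 394, 90 higher and 304 lower. With the marks B and C as a term as well, edgeR called 178, 108 higher and 70 lower, but that fit compares the double diet with standard diet fish other than B and C, and 2 were called against the mean of all standard diet fish. The difference of the genotype effect between diets had 0 calls by edgeR, with 1044 at an unadjusted p under 0.05, and 43 by DESeq2. For it DESeq2 called 56 without replicate C, and 357 with the replicate mark as a block, 207 higher and 150 lower. The paper reads its comparisons through OXPHOS genes (Fig 7C–F) and through gene set enrichment (Fig 7G and H). Neither was repeated here, since no annotation pairing transcripts with genes was used.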

Since in the absence of *scaf1* ^−/−^ the ETC assembly is not recovered, the phenotypic rescue upon double diet must be underlying a compensatory metabolic adaptation. 

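RNA of skeletal muscle was sequenced from 15 female zebrafish of the Δ1 line, 1 library per fish, after 6 weeks on the standard or the double diet. There were 4 scaf1+/+ and 4 scaf1−/− fish on the standard diet and 3 scaf1+/+ and 4 scaf1−/− fish on the double diet. The methods describe fish of 7 months at the start, kept at 10 fish per tank of 2 l, with 2 dry feeds per weekday of 15 mg each on the standard diet, 4 on the double diet, and 1 artemia feed on both. The sample labels give 3 and 5 feeds per day and 13 fish per tank. The authors quantified reads against the cDNA of Ensembl release 94 with kallisto 0.45.0, and the values used here are their estimated counts for 57775 transcripts, rounded to whole numbers. These counts are per transcript and the files do not pair transcripts with genes. No annotation pairing them was used, so the OXPHOS genes and scaf1 itself were not located here, and no gene is named. Total counts ranged from 12037259 to 15844709 per fish in scaf1−/− on the standard diet (median 13494929), from 13000493 to 14226976 in scaf1+/+ on the double diet (median 13838020) and from 13359550 to 15453702 in scaf1−/− on the double diet (median 13465249). In scaf1+/+ on the standard diet the range was 4045429 to 13490384 (median 11827084), and its lowest library, replicate C, had 15655 transcripts with at least 1 count where the other 3 fish of its group had 33493 to 35766. The 100 most abundant transcripts took between 35.3% and 66.7% of the counts of a fish. Their mean share was 48.7% ± 14.0 (SD, n = 4) in scaf1+/+ and 55.1% ± 12.4 (SD, n = 4) in scaf1−/− on the standard diet (exact permutation test, two-sided, p = 0.514). In the 3 pairs of fish with the same replicate mark there it was higher in the scaf1−/− fish by 2.4 (mark 6), 10.4 (B) and 1 (C) percentage points (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 pairs can give; added after the values were seen). On the double diet it was 52.5% ± 7.74 (SD, n = 3) in scaf1+/+ fish, and the 4 scaf1−/− fish ranged from 52.6% to 64.1% (exact permutation test of the means, two-sided, p = 0.229). Transcripts were tested with edgeR's quasi-likelihood test over all 15 libraries with TMM scaling, after the edgeR filter on low counts left 26970 transcripts. The thresholds were those of the paper, an adjusted p under 0.05 and a log2 fold change over 1 in size.

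**Figure D1:**
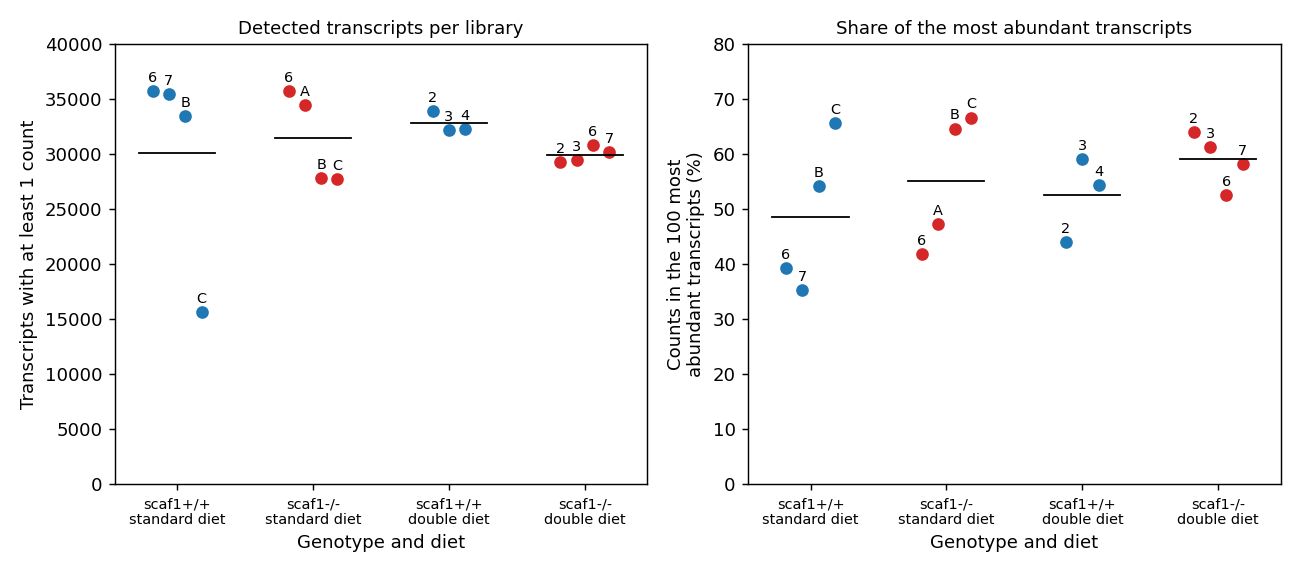
Transcripts with at least 1 count (left) and the percentage of counts in the 100 most abundant transcripts (right) in each of the 15 libraries, by genotype and diet. Points are single fish with the replicate mark of their label and lines are group means; replicate C of scaf1+/+ on the standard diet lies at 15655 detected transcripts.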

To gain molecular insight into this process, we performed RNAseq on skeletal muscle under the different diet regimes. Most of the OXPHOS genes were slightly downregulated in *scaf1* ^−/−^ muscle compared with *scaf1* ^+/+^ muscle, both in standard diet (Fig 7C) and in double diet (Fig 7D) conditions. In double diet, skeletal muscle showed an increase in the expression of OXPHOS genes both in *scaf1* ^+/+^ (Fig 7E) and *scaf1* ^−/−^ (Fig 7F) animals, although this increase was not sufficient to match OXPHOS gene expression levels of *scaf1* ^+/+^ animals (Fig 7D). Consistent with these findings, gene set enrichment analysis (GSEA) revealed that OXPHOS genes were downregulated in *scaf1* ^−/−^ when compared with wild‐type muscle, independently of the diet, although it is always enhanced by double diet with respect to standard diet (Fig 7G). In contrast, ß‐oxidation, TCA cycle, and catabolism of branched amino acids appeared downregulated only in standard diet (Fig 7G, Dataset EV2). Double diet induced a general upregulation of metabolic gene expression programs in *scaf1* ^−/−^ (Fig 7G). In agreement with the observed reduction in size and body weight, under standard diet *scaf1* ^−/−^ fish revealed changes in the enrichment scores of pathways related to growth and myogenesis, such as KRAS, IL6, JAK/STAT3 signaling 32 and E2F targets. In agreement with the diet‐induced recovery of body length and size, upon double diet, IL6 and JAK/STAT3 and mitotic spindle pathways were higher in *scaf1* ^−/−^ compared to wild types and the myogenesis pathway was now presenting no differences between *scaf1* ^−/−^ and wild types (Fig 7H).

To sum up, the transcriptomic analysis suggests that double diet activates OXPHOS capacity accompanied by the enhancement of diverse metabolic pathways allowing the rescue of growth in *scaf1* ^−/−^ zebrafish in spite that the super‐assembly of respiratory complexes and OXPHOS efficiency could not be restored.

### Food restriction in SCAF1‐deficient mice mimics zebrafish phenotype

Given that C57BL/6 mice sub‐strains, which harbor a non‐functional SCAF1 (SCAF1^111/111^), lack any apparent phenotype, it was assumed that SCAF1 loss of function and CIII_ _+ CIV super‐assembly have no bioenergetic relevance. The observation that *scaf1* ^−/−^ zebrafish do not show any evident phenotype when overfed and the fact that mice are regularly feed *ad libitum* prompted us to investigate whether the lack of functional SCAF1 in mice would reveal a higher sensitivity to long‐term food restriction. Therefore, we analyzed weight gain during a period of starvation in C57BL/6 mice, SCAF1^−/−^ mice harboring the full ablation of SCAF1, and SCAF1^113/113^ mice carrying a functional SCAF1 gene 23. Mice were fed *ad libitum* for 24 h every 3 days followed by a fasting period with restricted feeding regime for 12 weeks (Fig EV5D). During the first days, SCAF1^113^ males were able to maintain or even increase their weight, suggesting an initial adaptive response (Fig EV5E). On the contrary, SCAF1^111^ and SCAF1^−/−^ males showed the opposite trend and lost rapidly weight (Fig EV5E). After this initial period, mice in all three groups started gaining weight. The sensitivity to weight changes under starvation was not observed in females (Fig EV5E), suggesting gender‐specific mechanisms of adaptation to fasting in mice 33.

Overall, our results show that the effect of Scaf1 on organismal physiology is not restricted to zebrafish but is also shared in a mammalian model.

## Discussion

Here, we show that a lack of Scaf1‐mediated CIII‐CIV super‐assembly impairs the bioenergetic efficiency of the ETC and leads to non‐pathological physiological alterations at the organismal level.

Our findings show that overall the organization pattern of respiratory SC is well conserved among vertebrates. Nonetheless, zebrafish revealed some unique features. Compared to mammals, there is a higher proportion of super‐assembly of the dimer CIV (IV_2_), both in the form of SC III_2_ + IV_2_ and SC I + III_2_ + IV_2_ SCs. SCs containing dimers of CIII and CIV had also been described in yeast 34. However, there, heterodimers are formed by SC III_2_ + 2IV, instead of SC III_2_ + IV_2_, as observed here in the zebrafish. We also provide confirmation of the existence of the SC I + IV and SC I + IV_2_ in vertebrates, for which there is only one report in mammals based on mass spectrophotometry 6. The presence of this association is intriguing since the lack of CIII precludes a role in respiration. We suggest that these SC might have a structural role. Interpretation of BNGE data should take into account the herein provided identification of SC I + IV SC without CIII. Indeed, given that SC I + IV_2_ and SC I + III_2_ have similar mass and co‐migrate, they may be wrongly identified as a respirasome. Finally, we describe here a truncated form of Scaf1, which we also found in the mouse, and that is generated by the proteolytic digestion by calpain 1 23. Again, its identification is crucial for correct interpretation of BNGE profiles. The fact that this precise processing is observed both in zebrafish and mouse Scaf1 calls for further investigation of this phenomenon.

Zebrafish Scaf1 also acts as a SC assembly factor responsible for CIII‐CIV interaction, and its role is therefore conserved in a non‐mammalian vertebrate. Moreover, overnight fasting also leads to changes in OXPHOS super‐assembly 1. Thus, the *plasticity model* of mitochondrial ETC organization 35 is also valid in a fish model. While in the absence of Scaf1 the bands containing SC III_2_ + IV_1–2_ disappeared, a substantial amount of SC I + III_2_ + IV remained. We suggest that, similar to what has been described in mammals [2, 8, 23], in *scaf1* ^−/−^animals SC I + III_2_ + IV is preserved through the independent interaction of CI with CIII or CVI. However, the interaction between CIII and CIV within the SC I + III_2_ + IV is lost due to the lack of Scaf1.

While the role of Scaf1 in supercomplex assembly is now accepted, its impact on mitochondrial bioenergetics is still not fully understood. A first study reported changes in substrate‐dependent electron flux in mitochondria isolated from mouse liver from a SCAF1 mutant strain compared to a strain with a fully functional SCAF1 protein 1. A second report on a human cellular model lacking SCAF1 could not confirm a change in mitochondrial bioenergetics 17. However, a third study on human cells shows a change in the bioenergetic profile in *SCAF1* mutants upon stress 18. Therefore, the role of SCAF1 on bioenergetics is, at this point, still disputed. Here, using the zebrafish as a whole animal model, we found that under physiological conditions, Scaf1 loss of function impacts bioenergetics in the substrate‐dependent electron flux and maximum respiration capacity, corroborating a role of Scaf1 on mitochondrial bioenergetics.

The zebrafish model has allowed to assess the physiological role of Scaf1 and OXPHOS super‐assembly at a whole organism level. Our assessment of the impact of Scaf1 ablation unequivocally demonstrates its physiological role and, by extension, a role of respiratory SCs in organismal physiology. However, we cannot exclude an unlikely possibility that the physiological consequences of Scaf1 loss of function are due to unknown functions independent on its role as a SC assembly factor. The lack of SC formation due to Scaf1 ablation reduces the efficiency of conversion of nutrients into energy, mimicking some features associated with malnutrition in zebrafish 24, such as impaired growth and fertility. It might seem paradoxical that there is an increase in adipose tissue deposits in normal diet‐fed *scaf1* ^−/−^ zebrafish compared with controls. We hypothesize that the mild reduction of OXPHOS performance leads to an inefficient use of nutrients to promote tissue grow with the consequence of their storage in form of fat. In agreement, overfeeding protein content but not fat restored growth and fertility in *scaf1* ^−/−^ animals. Indeed, this rescue in organismal physiology occurs in the absence of a restored assembly between CIII and CIV and therefore requires metabolic adaptations to overcome the loss of metabolic efficiency. Our transcriptomic data provide important first hints on the underlying mechanisms. The specific molecular and metabolic pathways and the determination of the key organs controlling metabolic adaptation merit further investigation. Importantly, our data also show that the effect of Scaf1 on weight gain is not restricted to zebrafish, but also becomes evident in mice models, when studied in a condition of caloric restriction.

In sum, we conclude that the incorporation of CIV into SCs through Scaf1 provides metabolic fitness allowing the organism to adapt to changing environmental energy supply or energy demands.

## Materials and Methods

### Zebrafish husbandry

Experiments were approved by the Community of Madrid “Dirección General de Medio Ambiente” in Spain and the “Amt für Landwirtschaft und Natur” from the Canton of Bern, Switzerland. All animal procedures conformed to EU Directive 86/609/EEC and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under Real Decreto 1201/2005. Experiments in Switzerland were conducted under the licenses BE95/15 and BE11/17. Experiments were conducted with adult zebrafish aged 5–10 months and raised at 13 fish per 2‐l tank. Housing conditions were 28°C temperature, 650–700 μs/cm conductivity, and pH 7.5; 10% water exchange per day and lighting conditions were 14:10 h (light: dark). To guarantee a stable fish density between groups, occasionally *scaf1* ^−/−^, *scaf1* ^+/−^, or *scaf1* ^+/+^ fish were grown in the same tank as transparent Casper fish 36. Standard feeding schedule was during weekdays: three times per day, once artemia (Ocean Nutrition) and twice dry food (ZM‐000, Gemma Micron 150 and 300 for larvae, juveniles, and adults stages, respectively), during weekend: one time per day dry food. All zebrafish used had an AB genetic background, and original parental mice were purchased from ZIRC. The newly generated fish lines *scaf1* ^Δ1^ and *scaf1* ^Δ2^ are deposited in Zfin as *cox7a3* ^*brn1*^ and *cox7a3* ^*brn2*^, respectively. The transgenic line was deposited as *Tg(ubi:scaf1)* ^*brn3*^.

### Mouse husbandry

As with zebrafish, all animal procedures conformed to EU Directive 86/609/EEC and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under *Real Decreto 1201*/*2005*. Four‐month‐old mice from the strains C57BL/6JOlaHsd and CD1 were used as a source for mitochondria purification of *scaf1* ^111^ and *scaf1* ^113^ mice, respectively. Original parental mice were purchased from Harlan Laboratories.

### Mouse generation

C57BL/6JOlaHsd mice with the functional version of SCAF1 were generated as previously described 2. C57BL/6JOlaHsd mice knock out for SCAF1 were generated by microinjection of ES cells knock out in the first alleles from EuMMCR repository in a C57BL/6JOlaHsd blastocysts. Further, the blastocysts were implanted in a pseudopregnant female C57BL/6JOlaHsd.

### Protein sequences alignment

FASTA files of amino acids sequences of Scaf1 were obtained from the public NCBI databases for mouse *Cox7a2l* ^113^ and *Cox7a2l* ^111^. The zebrafish paralog (named *cox7a2l* or *cox7a3*) was identified in Ensembl, and its amino acid sequence was aligned to mouse sequences using the Clustal Omega platform.

### Generation of Scaf1 loss of function fish and genotyping

CRISPR/Cas9 sgRNAs (sgRNA 1: GATCATAGCAGGGGATTCGG AGG, sgRNA2: GGAGTACATGGGTAAAAACA GGG) were designed using the CCTop tool 37, cloned in the plasmid MLM3636 (Addgene #43860), and synthesized and purified as described elsewhere 38.

The two sgRNAs were co‐injected at 120–150 ng/μl together with homemade 6.5 μM Cas9 protein‐produced from the pCS2‐nCas9n plasmid (Addgene #47929) in NEB Cas9 buffer (NEB #B0386A) into zebrafish 1‐cell‐stage embryos.

Founder animals were identified at 3 months post‐fertilization (mpf) by fin clip PCR analysis using the primers 5′TCCACTCTGCTTACTTCACAC3′ and 5′TTTGCTTTGTCTGTATGTCCTG3′ and were crossed with AB wild‐type fish to generate F1 progeny. PCR products from the mutant allele of the F1 heterozygous were purified from gel bands (NEB #T1020S) and analyzed by Sanger sequencing. Two lines derived from different injection rounds and progenitors with two different deletions were established: *scaf1* ^Δ1^ and *scaf1* ^Δ2^ (deposited in Zfin as *cox7a3* ^*brn1*^ and *cox7a3* ^*brn2*^, respectively).

Genotyping during line maintenance used the described primers. All experiments were performed comparing *scaf1* ^Δ1/Δ1^ and *scaf1* ^Δ2/Δ2^ with their respective wild‐type sibling lines coming from the same founder and AB mating. A maximum of four in‐cross generations were used for the experiments.

### Generation of Scaf1 gain of function model in *scaf1* ^−/−^ fish

A transgenic line for *scaf1* gain of function was generated using the cDNA sequence of *scaf1* (*cox7a2l*/*cox7a3)* and the *ubiquitin* promoter (*ubi*) to drive ubiquitous expression: *Tg*(*ubi:scaf1*) (Fig EV4). The construct was generated by Gibson Assembly (NEB #E2611) of four fragments: iTol2Amp‐Cryst:GFP cassette 39, *ubi* promoter from *ubi:switch* 40, *cox7a2l* cDNA and beta‐globin intron from *GFP‐5xUAS‐wt1bDN;cryaa:eCFP* 41. Correct Gibson Assembly was corroborated by Sanger sequencing. The final purified plasmid was injected at 25 ng/μl into one‐cell‐stage embryos of *scaf1* ^−/−^ (*scaf1* ^Δ1/Δ1^) together with 25 ng/μl Tol2 recombinase mRNA. F1 of heterozygous transgenic fish were compared with their siblings not positive for the transgenic construct and *scaf1* ^+/+^ fish born the same day.

### Mitochondria isolation

Whole fish or lateral skeletal muscle was cut into small pieces and rinsed using PBS and homogenization medium A (0.32 M sucrose, 1 mM EDTA, and 10 mM Tris–HCl, pH 7.4) at 4°C. Clean minced tissue was transferred to a manual Dounce tissue grinder containing homogenization medium A supplemented with fatty acid‐free 0.1% bovine serum albumin (BSA‐FFA; Sigma A7030). Occasionally, a motor‐driven Teflon pestle with six up and down strokes at 650 rpm was used to replace the manual tissue grinder. The homogenate was centrifuged twice for 10 min at 800 *g* and 4°C. The supernatant was then centrifuged for 10 min at 10,000 *g* and 4°C. The pellet from this step was resuspended in 1 ml of MAITE buffer (0.25 mM sucrose, 75 mM sorbitol, 100 mM KCl, 0.05 mM EDTA, 5 mM MgCl_2_, 10 mM Tris–HCl, and 10 mM orthophosphoric acid, pH.7.4) supplemented with 0.1% BSA‐FFA and centrifuged for 10 min at 10,000 *g* at 4°C. The clean pellet was resuspended in 0.5–1 ml MAITE + BSA‐FFA buffer, and the concentration was quantified using the Bradford assay (Sigma‐Aldrich). Mitochondria were stored at −80°C in MAITE + BSA‐FFA buffer or centrifuged for 10 min at 10,000 *g* and 4°C and subsequently resuspended in the buffer required for the following analysis. All steps were performed on ice.

For functional mitochondria assays, clean minced tissue was homogenized in homogenization buffer (67 mM sucrose, 50 mM Tris, 50 mM KCl, 10 mM EDTA, 0.1% BSA‐FFA, pH 7.4) 42 and centrifuged twice for 10 min at 800 *g* and 4°C. The supernatant was centrifuged 10 min at 8,000 *g* and 4°C and washed with MAITE buffer as described above.

Mouse mitochondria were isolated from soleus skeletal muscle or liver as described 2, solubilized in 4 g/g digitonin and run in parallel with zebrafish samples.

### SDS and blue native gel electrophoresis

A total of 100–200 μg of whole fish mitochondria were resuspended in loading buffer (50 mM Tris–HCl pH 6.8, 2% SDS, 10% glycerol, 1% β‐mercaptoethanol, 12.5 mM EDTA, 0.02% bromophenol blue) at a final concentration of 2 μg/μl, and 30 μg was loaded onto 12% hand‐cast sodium dodecyl sulfate (SDS) acrylamide gels.

BNGE was performed as described 43 using 4 g/g digitonin‐treated mitochondria; 30 μg of muscle or whole fish mitochondria or 20 μg of mouse soleus muscle or liver mitochondria was loaded onto 15 well 3–13% hand‐cast native gels.

For 2D‐BNGE, the first dimension used 125 μg whole‐body zebrafish mitochondria treated with 4 g/g digitonin in 10‐well 3–13% hand‐cast native gels. The second dimension was performed in native 3–13% gels adding 0.02% DDM in the electrophoresis cathode buffer 43.

Two‐dimensional denaturing electrophoresis (2D‐BNGE/SDS–PAGE) was performed using 125 μg whole‐body zebrafish mitochondria treated with 4 g/g digitonin in 10‐well 3–13% hand‐cast native gels as the first dimension. The second denaturing dimension with SDS was performed as described 43.

### BNGE in‐gel activity assays

After electrophoresis, BNGE gels were incubated for CI (0.1 mg/ml NADH and 2.5 mg/ml nitroblue‐tetrazolium in 2 mM Tris–HCl pH 7.4 buffer) or CIV (1 mg/ml cytochrome *C* and 0.5 mg/ml in 3,3′‐diaminobenzidine in phosphate buffer pH 7.4) activity 44.

### Immunoblotting

Blue native gel electrophoresis or SDS gels were electroblotted onto Hybond‐P‐polyvinylidene fluoride (PVDF) membranes (Immobilon‐FL, IPFL00010) and immunoblotted with antibodies against the different subunits of the OXPHOS complexes: anti‐Ndufs3 mouse monoclonal (Abcam, AB14711), anti‐Uqcrc2 rabbit polyclonal (Proteintech, 14742‐1‐AC), anti‐Co1 mouse monoclonal (Thermo Fisher, 459600), and anti‐Cox7a2l rabbit polyclonal (St John's laboratory, STJ110597). Anti‐Vdac1 (Abcam, AB15895) was used as loading control.

Secondary antibodies used were anti‐rabbit IgG (H+L) Alexa Fluor 680 conjugate (Life Technologies, A‐21076) and anti‐mouse DyLight 800 (Rockland, 610‐145‐121), and images were acquired with the ODYSSEY Infrared Imaging System (LI‐COR). Immunoblotting of 1‐dimension SDS using COX7A2L antibody was analyzed by the ECL detection system using polyclonal goat anti‐rabbit (Dako, P0448) as the secondary antibody.

### Low‐protein/low‐fat diet experiment

One experiment was performed with eight wild‐type fish at 7 mpf per group at a density of five fish/l. Transparent Casper fish 36 were used to reach equal tank density when necessary. Fish were randomly selected, and measured at the beginning of the experiment and assigned to one diet group. The control group was fed with Sparos control diet, and the experimental group was fed with Sparos LP/LF diet (Appendix Table S1) three times/day during weekdays and one time/day during weekends (15 mg/tank per dose). Fish were measured and sacrificed after 6 weeks. Mitochondria were freshly isolated in pools of two animals/sample.

### Blue‐DiS proteomics

Three replicates of 200 μg of 4 g/g digitonin‐treated whole fish mitochondria from *scaf1* ^−/−^ and *scaf1* ^+/+^ animals were run in a 3–13% hand‐casted native gels, which were then stained with Coomassie Brilliant Blue R‐250 and cut in 36 slices. The slices were processed and analyzed by data‐independent mass spectrometry as previously described 2.

### Fish size, length, and fertility assessment

Anesthetized adult fish were measured in length with a millimetric ruler and weighed on a precision balance. Larvae and juvenile fish length was measured using ImageJ/Fiji from pictures obtained in a Nikon SMZ25 stereo microscope. For fertility assessment, one female was crossed with one male of the same genetic background and eggs were collected 20 min after direct mating. The number of live eggs was manually counted. To analyze embryo development, animals were staged at one‐cell stage. Embryo development was then checked at different time points. The number of embryos in a determined developmental stage was counted at each time point and represented as %.

### Zebrafish histology

Whole fish were fixed in 4% paraformaldehyde for 24 h, washed three times in PBS for 10 min, and decalcified in Immunocal (American MasterTech) at room temperature (RT) for 24 h. Tissues were dehydrated and embedded in paraffin blocks. Histological sections (7 μm) were used for hematoxylin–eosin staining. Three sagittal sections of representative areas per biological replicate were analyzed in ImageJ/Fiji, and the average was represented for each biological sample. Adipose tissue area was measured in the dorsal, ventral, visceral, and intramuscular areas, and summarized and divided by the total tissue area. The area of 20–30 adipocytes in the ventral fat was measured per biological sample.

### Transmission electron microscopy

Hearts from 5 mpf zebrafish were fixed with 2.5% glutaraldehyde (Agar Scientific, Stansted, Essex, UK) and 2% paraformaldehyde (Merck, Darmstadt, Germany) in 0.1 M Na‐cacodylate‐buffer (Merck), pH of 7.33. Samples were fixed for 24 h before further processing. They were then washed with 0.1 M Na‐cacodylate‐buffer three times for 5 min, post‐fixed with 1% OsO_4_ (Electron Microscopy Sciences, Hatfield, USA) in 0.1 M Na‐cacodylate‐buffer at 4°C for 2 h, and then washed in 0.05 M maleic acid (Merck, Darmstadt, Germany) three times for 5 min. Thereafter, samples were dehydrated in 70, 80, and 96% ethanol (Alcosuisse, Switzerland) for 15 min at RT. Subsequently, cells were immersed in 100% ethanol (Merck) three times for 10 min, in acetone (Merck) twice for 10 min, and finally in acetone‐Epon (1:1) overnight at RT. Next, samples were embedded in Epon (Sigma‐Aldrich, Buchs, Switzerland) and left to harden at 60°C for 5 days. Sections were produced with an ultramicrotome UC6 (Leica Microsystems, Vienna, Austria): Semithin sections (1 μm) were used for light microscopy and stained with a solution of 0.5% toluidine blue O (Merck); ultrathin sections (75 nm) were used for electron microscopy. The sections, mounted on 200‐mesh copper grids, were stained with uranyl acetate (Electron Microscopy Sciences) and lead citrate (Leica Microsystems) with an ultrastainer (Leica Microsystems). Images were taken in a blinded manner using an FEI Tecnai Spirit electron microscope and analyzed on ImageJ/Fiji, also in a blinded manner.

### Mitochondrial DNA content

Genomic DNA was extracted from muscle and heart of 8 mpf fish with the DNeasy Blood & Tissue Kit (Qiagen). Three nanograms of DNA were used for qPCR using primers (nDNA: 5′ATGGGCTGGGCGATAAAATTGG3′, 5′ACATGTGCATGTCGCTCCCAAA3′; mtDNA: 5′CAAACACAAGCCTCGCCTGTTTAC3′, 5′CACTGACTTGATGGGGGAGACAGT3′) and method described before 45. Data are represented with the formula 2*2(nDNA CT − mtDNA CT).

### Embryo OXPHOS toxicity

Embryos (4 dpf) from in‐crosses of *scaf1* ^−/−^ (*scaf1* ^Δ1/Δ1^ and *scaf1* ^Δ2/Δ2^) fish and their respective *scaf1* ^+/+^ counterparts were treated for 4 h at 28°C with 3–4 concentrations of OXPHOS inhibitors: CI, rotenone (Sigma‐Aldrich, R8875); CII, 3‐nitroproionic acid (Sigma‐Aldrich, N5636); CIII, antimycin A (Sigma‐Aldrich, A8674); H^+^‐ATPase oligomycin (Sigma‐Aldrich, O4876); coupling inhibitor, carbonyl cyanide 4‐trifluoromethoxyphenylhydrazone (FCCP; Sigma‐Aldrich, C2920), in 0.05% ethanol E3 medium; and CIV, sodium azide (Sigma‐Aldrich S2002) in E3 medium. Ten embryos were placed in a 12‐well plate and treated in a final volume of 2 ml 29. Nine biological replicates in three technical replicates per fish group, which make a total of 90 embryos per condition, were analyzed and represented as a proportion of survival. Cardiac arrest was used as lethality parameter.

### Whole embryo oxygen consumption rate

Mitochondrial function was determined with an XFe24 extracellular flux analyzer (Seahorse Bioscience). OCR was measured in dechorionated 48 hpf embryos. Embryos were staged (same size was corroborated) and placed one per well on an islet capture microplate filled with E3 egg water. The plate was incubated in an incubator without CO_2_ at 28°C for 30 min. After measuring baseline OCR as an indication of basal respiration, OCR was measured after an injection of 2 μM of FCCP to determine maximal respiration. Finally, 0.5 μM of antimycin A and 0.5 μM of rotenone were added to block mitochondrial respiration.

### Oxygen consumption in isolated mitochondria from adult fish

Fresh isolated mitochondria (100 μg/ml) were analyzed using a Clark‐type electrode (Oxygraph O2k; Oroboros Instruments, Innsbruck, Austria) at 28°C in MirO5 medium 46. CI‐dependent oxygen consumption (site I) was measured with 10 mM pyruvate or 10 mM glutamate and 5 mM malate. CII‐dependent oxygen consumption (site II) was measured with 10 mM succinate and 0.2 μM rotenone. CI‐ and CII‐dependent oxygen consumption (site I + II) was measured with the same concentrations of pyruvate or glutamate, malate, and succinate. The uncoupled state was reached with the inhibition of CV (H^+^‐ATPase) with 4 ng/ml oligomycin and a titration of FCCP in 0.1–0.5 μM intervals until reaching the stable maximum OCR. Respiration was stopped with 30 mM sodium cyanide. The RCR (State 3/State 4) and P/O ratio were measured at 28°C in a Clark‐type electrode (Hansatech) with the aforementioned substrates plus 0.5 mM ADP. State 3 was calculated at the maximum OCR after ADP addition, and State 4 was calculated when ADP was consumed. The P/O ratio was calculated from the same measurement.

### Double diet experiments

Three independent diet experiments were performed with 7–9 mpf fish control siblings, and *scaf1* ^−/−^ fish in each experiment were born the same day and were grown in the same conditions. Experiments one (starting at 8.5 mpf) and two (starting at 7 mpf) were performed with *scaf1* ^Δ2^ and their respective *scaf1* ^+/+^ fish (*n *=* *10 fish per experimental group, per experiment). Experiment three (starting at 7 mpf) was performed with *scaf1* ^Δ1^ and their respective *scaf1* ^+/+^ fish (*n *=* *20 fish per experimental group). Fish were randomly selected, and length and weight were measured. They were then distributed in equal groups according to their measurements. Ten fish from mixed sex were placed per tank (five fish/l in 2 l‐tanks) and assigned to a diet category. Standard diet (Appendix Table S1) (weekdays: two times/day dry food 15 mg/tank Gemma Micro 300, one time/day artemia, weekends: one time/day dry food 15 mg/tank Gemma Micro 300) and double diet (weekdays: four times/day dry food 15 mg/tank Gemma Micro 300, one time/day artemia, weekends: one time/day dry food 15 mg/tank and one time/day 30 mg Gemma Micro 300). Fish were maintained under these conditions for 6 weeks, measuring length and weight every 2 weeks during the four first weeks of the experiment. At week 5, fish were in‐crossed, and the number of eggs laid per female was counted. Data from the three different experiments are represented together. Fish were sacrificed after 6 weeks. Fish from experiment two were used for histological analysis and BNGE. Fish from experiment three were used for histological analysis, BNGE, and RNAseq.

### High‐fat diet experiments

Two independent diet experiments were performed with 7 mpf fish, one with *scaf1* ^Δ1^ and the other with *scaf1* ^Δ2^ (*n *=* *10 per experimental group, five females, five males). Fish were randomly selected, length and weight were measured, and they were distributed in equal groups according to their measurements. Ten fish from mixed sex were placed per tank (five fish/l in 2‐l tanks) and assigned to a diet category. The control group was fed with Sparos control diet (14.1% fats). The high‐fat diet group was fed with a customized diet by Sparos modified from their control diet containing double the amount of fats (30.1%; Appendix Table S1). Both groups were fed three times/day on weekdays and one time/day on weekends. Fish were maintained in these conditions for 6 weeks measuring length and weight every 2 weeks during the four first weeks of the experiment. At week 5, fish were in‐crossed and the amount of eggs laid per female was counted. Data from *scaf1* ^Δ1^ and *scaf1* ^Δ2^ were plotted and analyzed together. Fish were sacrificed after 6 weeks.

### Food restriction in mice

Starting from weaning, 4‐week‐old mice of the indicated genotype mice went through 48 h of fasting alternated with 24 h of controlled feeding, both with free access to water for 40 days. The weight was recorded at the end of each feeding phase.

### RNA isolation and sequencing

Muscle from females *scaf1* ^Δ1^ after 6 weeks on the diets (standard diet *scaf1* ^+/+^ and *scaf1* ^−/−^ *n *=* *4, double diet *scaf1* ^+/+^ *n *=* *3, *scaf1* ^−/−^ *n *=* *4) was dissected and stored at −80°C. RNA was isolated using TRIzol and purified (Zymo RNA Clean & Concentrator kit). RNA purity was evaluated using the Agilent Fragment Analyzer and used for the bar‐coded library generation. Libraries were sequenced on the Illumina HiSeq 2500 System.

### RNAseq bioinformatic analysis

Sequencing reads were pseudo‐aligned to *D. rerio* cDNA database (Ensembl build 11, release 94) using Kallisto 47 version 0.45.0. Quality control was assessed using FastQC. Downstream analysis was performed in RStudio, and differential expression between design groups was tested using DESeq2 48, with log2 fold change shrinkage. Volcano plots and heatmaps were generated using the base graphics and ggplot2 package.

*Danio rerio* Gene Stable IDs were translated to *Mus musculus* Gene Stable IDs using biomaRt package 49, and the overall gene expression was analyzed with GSEA 50 using the KEGG pathway, the Hallmarks collection, or a customized gene list as biological insight. Gene list from KEGG database was used for biogenesis of amino acids; Val, Leu, and Ile degradation; Arg and Pro metabolism; and glutathione metabolism (Dataset EV3). The list of genes used for the rest of pathways in Fig 7G is included in Dataset EV3. Growth pathways were analyzed using the Hallmark database (Dataset EV4). Only data with adjusted *P*‐value and FDR < 0.05 were considered significant and represented.

### Quantification and statistical analysis

Randomization of samples and blinding was performed when needed, and it is indicated in the corresponding method detail. Image analysis was performed in a blind manner. Sample size is indicated in each figure legend. Normal distribution was tested using D'Agostino‐Pearson omnibus and Shapiro–Wilk normality tests. Outliers were identified using the ROUT test (*Q* = 1%), and when identified, they were not used in the statistical test. A *t*‐test was used when comparing two groups, and one‐ or two‐way analysis of variance (ANOVA) was used when more than two groups were analyzed. ANOVA multiple comparison was performed by Sidak's multiple comparison test when not indicated or Fisher's LSD test when indicated. Statistical parameters are specified in each figure legend. All data representations and statistical analyses were performed using GraphPad Prism 7.

## Data and code availability

RNAseq raw data and related information have been deposited in the Gene Expression Omnibus database with accession nos. GSE133487 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133487). Proteomic data have been deposited at: http://www.peptideatlas.org/PASS/PASS01560. We deposited zebrafish line information at ZFIN: ZFIN ID: ZDB‐TGCONSTRCT‐200310‐2, ZFIN ID: ZDB-ALT-200327-11 and ZFIN ID: ZDB-ALT-200327-12. Raw data leading to figures have been deposited at Mendeley with the following DOI https://doi.org/10.17632/rjhxf9wsc2.1; https://doi.org/10.17632/fzyyz6gm5n.1; https://doi.org/10.17632/f3nhz9rp28.1; https://doi.org/10.17632/t2fcsh6c27.1; https://doi.org/10.17632/f37md5b388.1; https://doi.org/10.17632/jfvcwx9677.1; https://doi.org/10.17632/7dkm6ss6c2.1.

## Author contributions

CG‐P designed, performed, or assisted the experiments. SC designed some preliminary experiments, generated mouse samples and experiments, and performed some immune detections in Appendix Fig S2. EC, RM, and JV performed the Blue‐DiS proteomic and, together with JAE, analyzed and interpreted the data. PH‐A performed experiments in Fig 4J and K. SL and FA performed and supervised the experiments in Fig 4G and H.. MB performed the RNAseq bioinformatics analysis. XL designed and helped in the high‐fat diet experiment and performed some preliminary histological sections, which lead to the final Fig 3. JAE, NM, and CG‐P wrote the manuscript. All authors reviewed the manuscript. JAE, NM, and CG‐P conceived the project, designed the experiments, and interpreted the results. NM, JAE and FA obtained funding for this work.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Datset EV1

Datset EV2

Datset EV3

Datset EV4

Review Process File

# Supplementary material for: Scaf1 promotes respiratory supercomplexes and metabolic efficiency in zebrafish
**Source:** EMBO Rep. 2020 Jun 4;21(7):e50287. doi: 10.15252/embr.202050287
**Supplement:** Supplementary file 1 — Appendix

Appendix.

**Scaf1 mediates respiratory supercomplexes and promotes metabolic efficiency in zebrafish**

CONTENT:

[Appendix figure S1. Generation of Scaf1 loss-of-function zebrafish models. 2](#_Toc38042098)

[Appendix figure S2. The Scaf1 loss-of-function phenotype is stable in adulthood, recessive and not maternally contributed. 4](#_Toc38042099)

[Appendix table S1. Nutritional content of Sparos high fat (HFD), control and low proteins/low fats (LP/LF) diets. 5](#_Toc38042100)

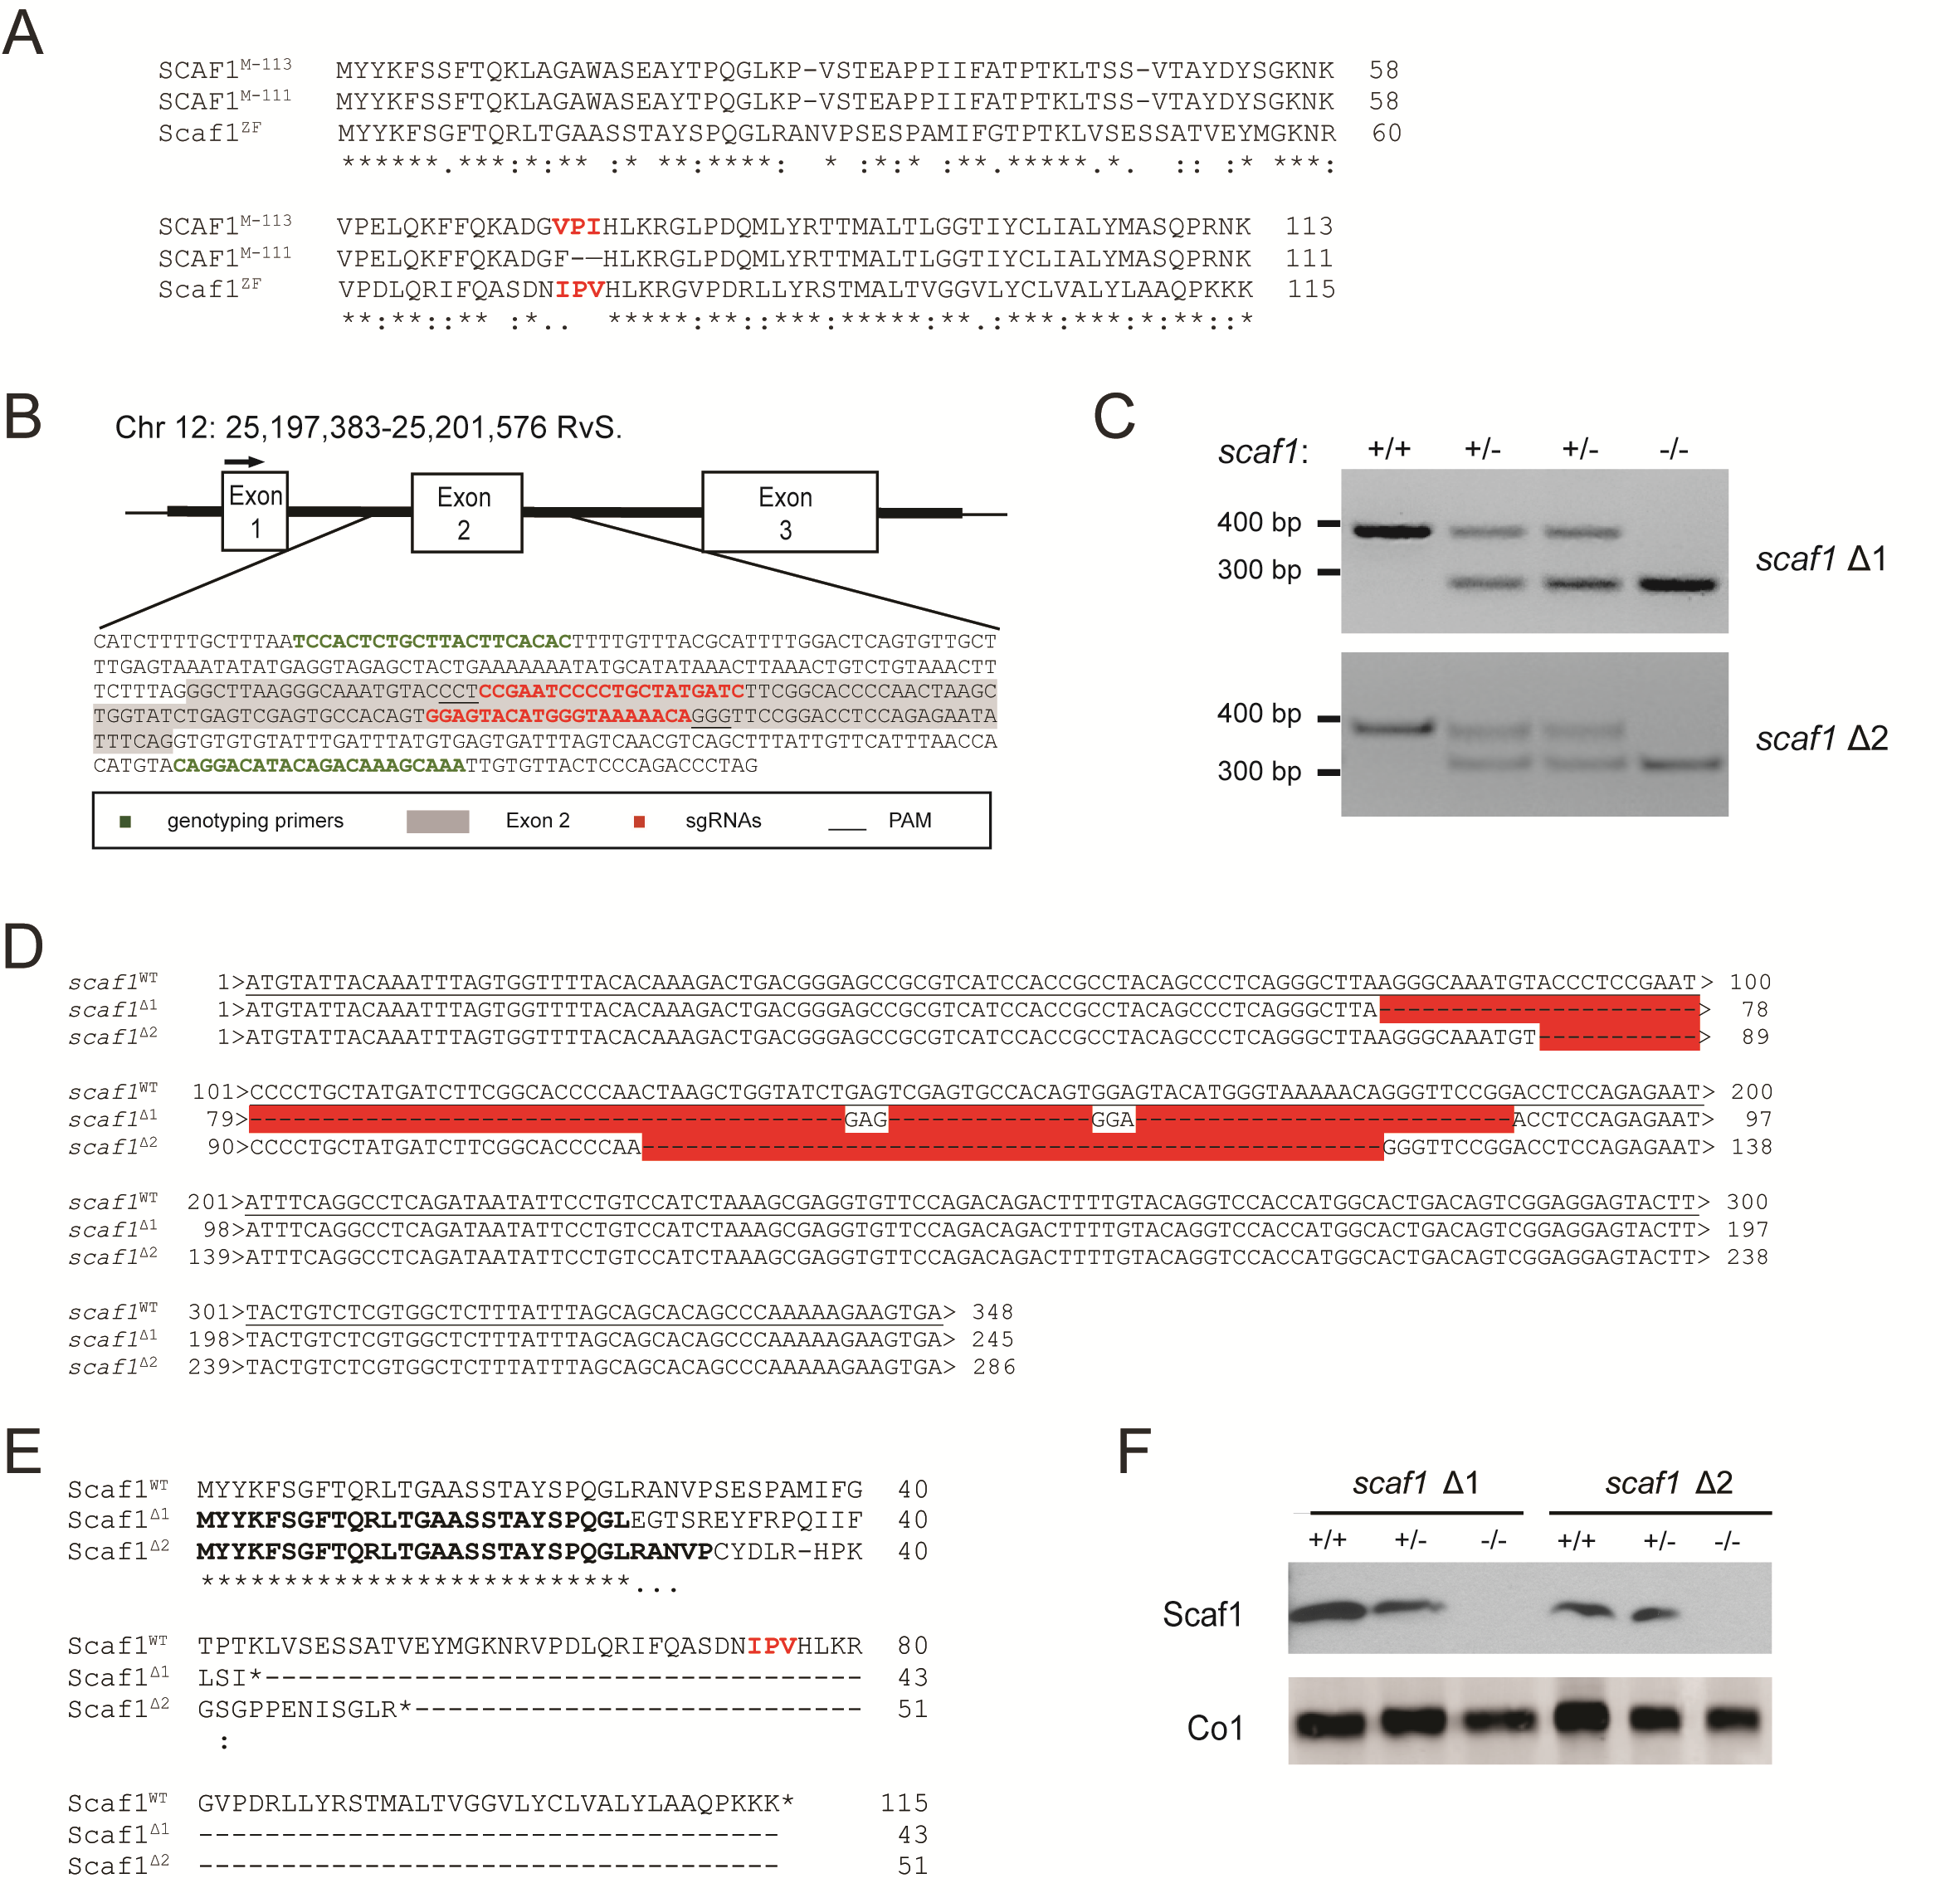

**Appendix figure S1. Generation of Scaf1 loss-of-function zebrafish models. A**, Alignment of the amino acid sequences of mouse SCAF1^113^, SCAF1^111^ and zebrafish Scaf1 (also known as Cox7a2l, Cox7a3). **B**, CRISPR/Cas9 target design for generation of zebrafish Scaf1 loss-of function-models. In green, primer sequences for genotyping, in red sgRNAs with their PAM sequence underlined. Exon sequences are highlighted in grey. **C**, Representative image of PCR products of the two established Scaf1 loss-of-function lines (*scaf1*^Δ1^ and *scaf1*^Δ2^). **D**, Sequence of *scaf1*^Δ1^ and *scaf1*^Δ2^ mutant alleles. In red, the deleted sequence. **E**, Predicted amino acid sequence of *scaf1*^Δ1^ and *scaf1*^Δ2^. **F**, Western blot of isolated mitochondria from *scaf1*^Δ1^ and *scaf1*^Δ2^ fish (representative of 4 biological replicates).

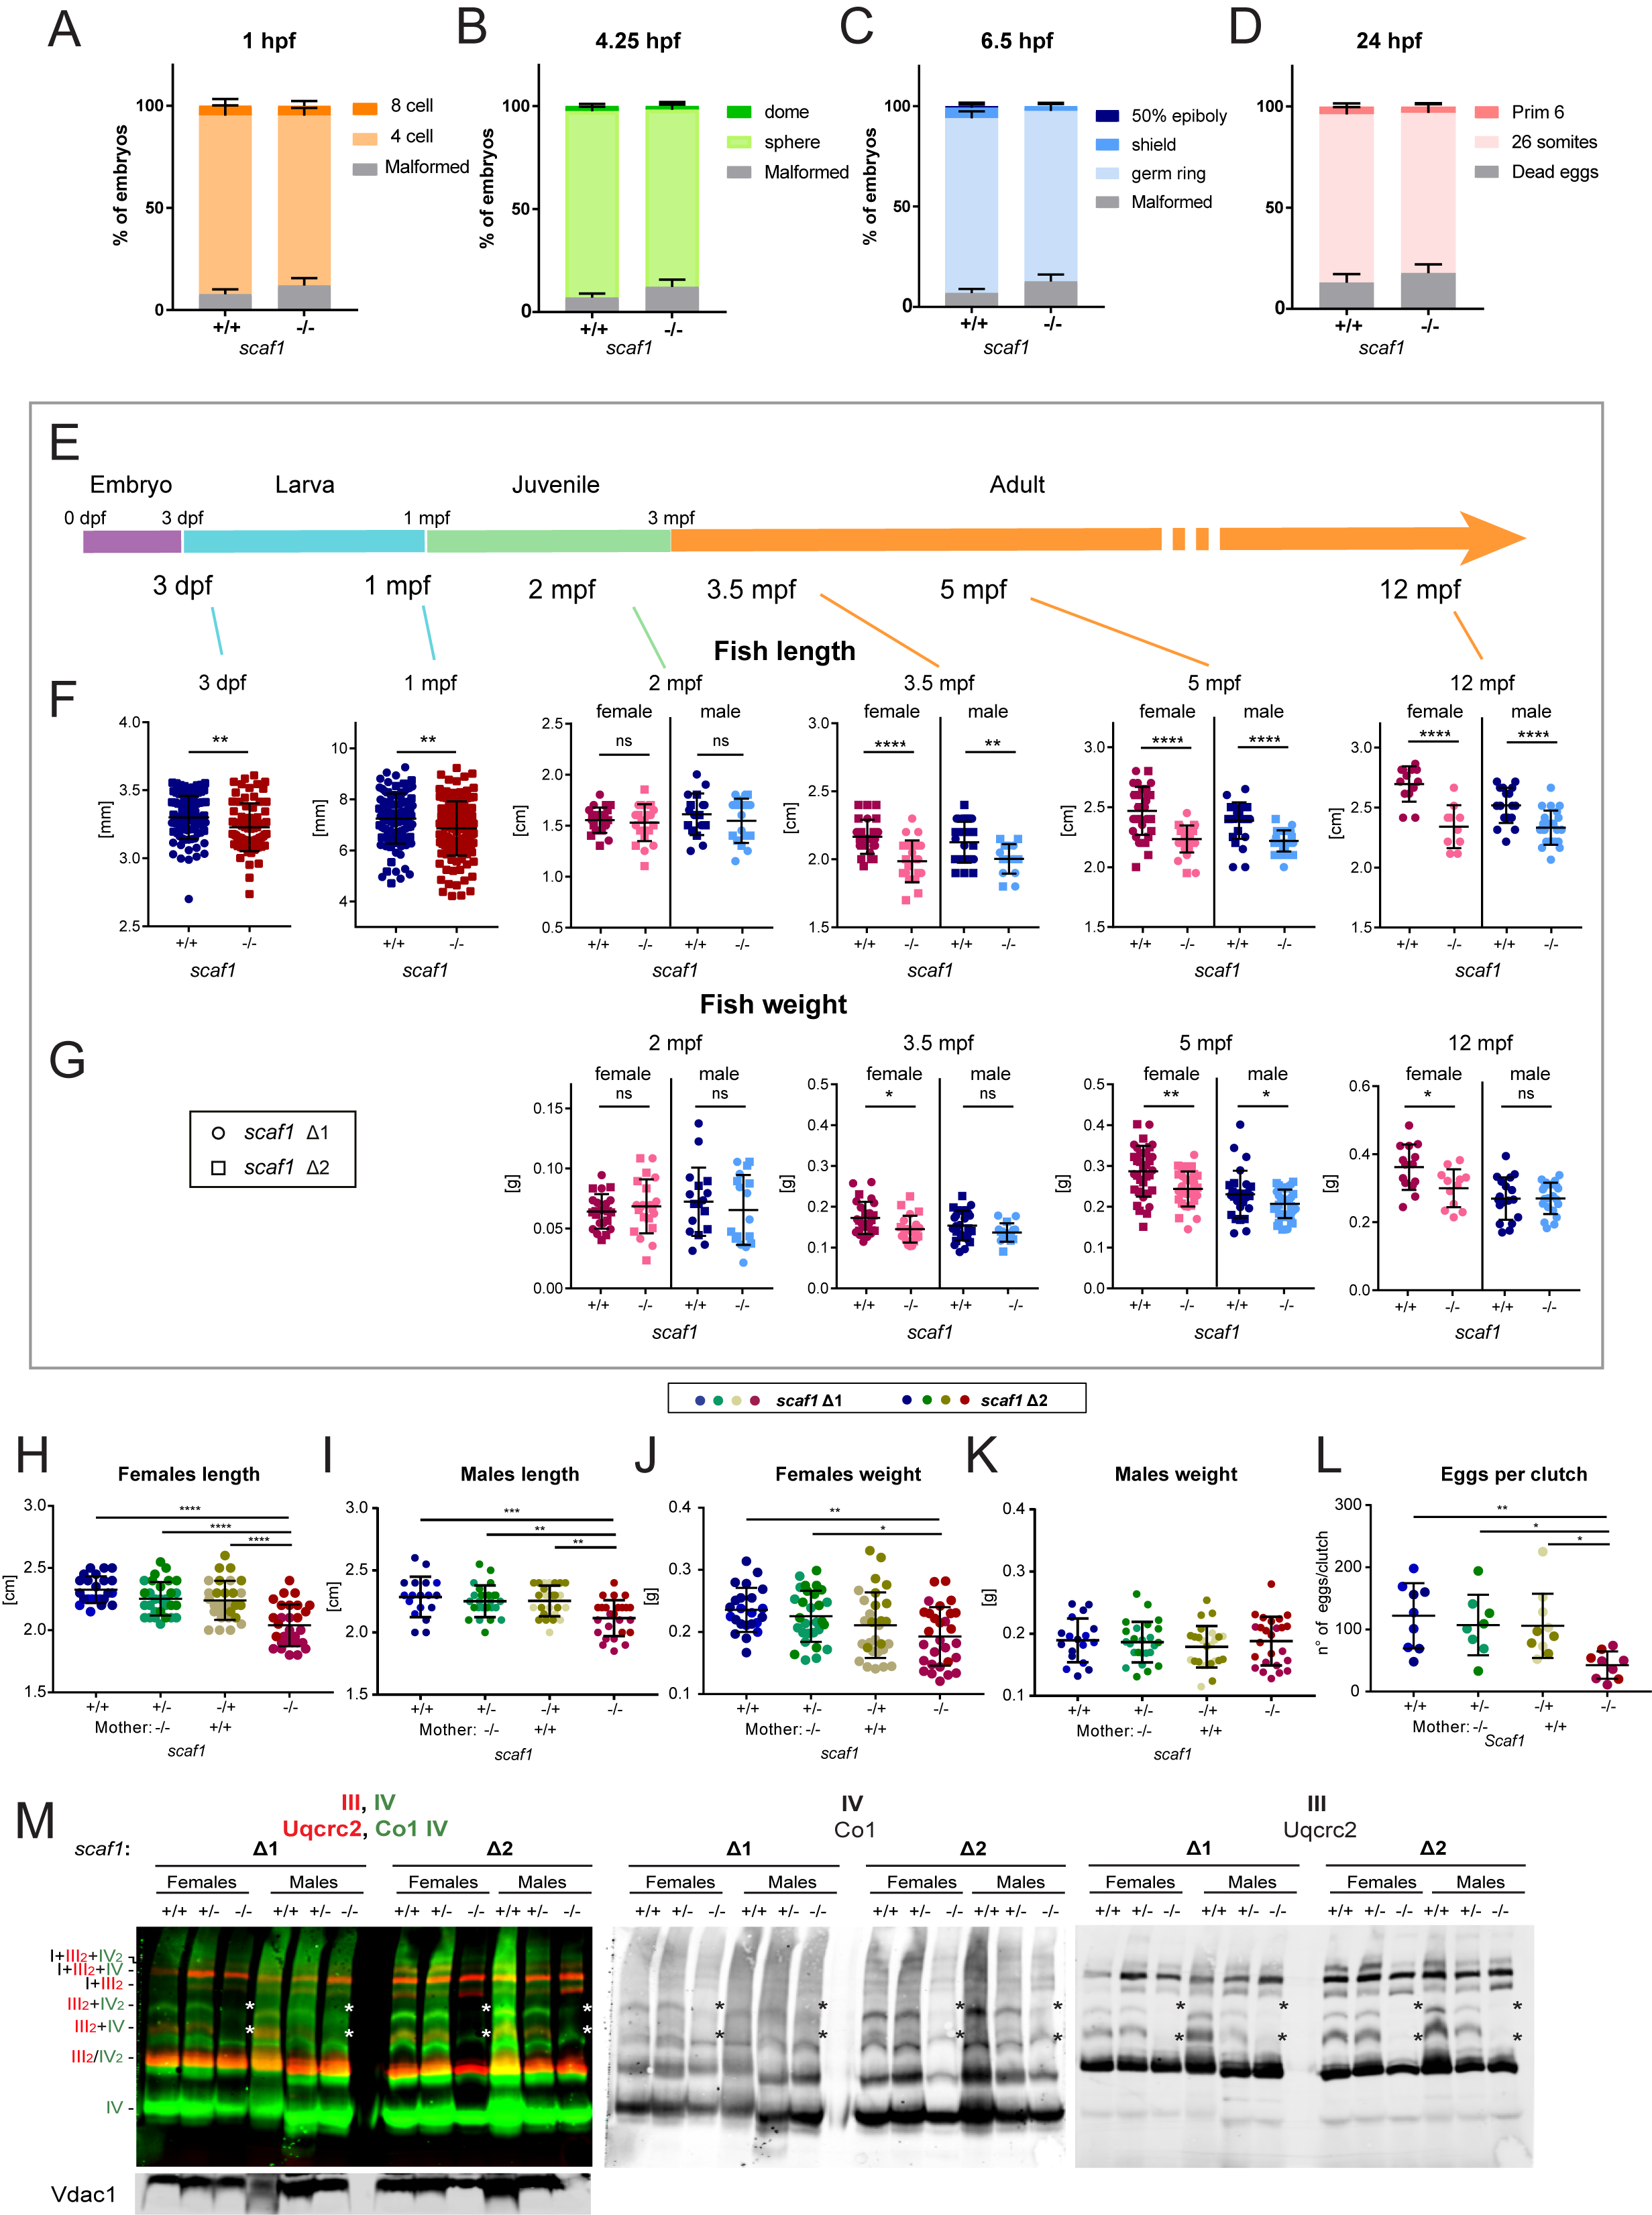

**Appendix figure S2. The Scaf1 loss-of-function phenotype is stable in adulthood, recessive and not maternally contributed.** **A-D**, Percentage of *scaf1*^+/+^ and *scaf1*^-/-^ fish (Δ1 n=5, Δ2 n=5 clutches of around 60-200 animals each). No significant difference (unpaired t-test p>0.05) was found between *scaf1*^+/+^ and *scaf1*^-/-^. **E-G,** *scaf1*^-/-^ fish size at different developmental stages. **E,** Timeline of zebrafish development. **F**, Fish length and **G**, weight at the indicated time point: 3 dpf (Δ1 n=40, Δ2 n= 55), 1 mpf (Δ1 n=60, Δ2 n= 65), 2 mpf (females Δ1 n=11, Δ2 n= 12, males Δ1 n=8, Δ2 n= 8), 3.5 mpf (females Δ1 n=10, Δ2 n= 10, males Δ1 n=8, Δ2 n= 8), 5 mpf (females Δ1 n=15, Δ2 n= 16, males Δ1 n=13, Δ2 n= 23), 12 mpf (females Δ1 n=10-13, males Δ1 n=18-23). **H-M**, Size at 5 mpf of heterozygous offspring coming from a cross where the mother was *scaf1*^+/+^ and *scaf1*^-/-^. Length of F1 **H**, females and **I**, males and weight of **J**, females(WT1 +/+ n=7, Δ1 +/- n=16, Δ1 -/+ n=17, Δ1 -/- n=16, WT2 +/+ n=15, Δ2 +/- n=12, Δ2 -/+ n=11, Δ2 -/- n=12) and **K**, males (WT1 +/+ n=7, Δ1 +/- n=12, Δ1 -/+ n=10, Δ1 -/- n=11, WT2 +/+ n=10, Δ2 +/- n=12, Δ2 -/+ n=14, Δ2 -/- n=13). **L**, number of eggs per clutch (WT1 +/+ n=5, Δ1 +/- n=4, Δ1 -/+ n=6, Δ1 -/-, n=6, WT2 +/+ n=4, Δ2 +/- n=4, Δ2 -/+ n=4, Δ2 -/- n=3). **M**, BNGE and immunoblot analysis with the indicated antibodies comparing the impact of Scaf1 deletion in Δ1 and Δ2 fish lines. Asterisks indicate absent bands. Split channels are included. **E-G**, Unpaired t-test. **H-L**, One-way ANOVA. Data are represented as mean ± SD. * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.

| **Diet composition** | **HFD** | **CONTROL** | **LP/LF** |
| --- | --- | --- | --- |
| Crude protein, % feed | 55 | 55 | 27.8 |
| Crude fat, % feed | 30.1 | 14.1 | 7 |
| Fiber, % feed | 1.6 | 17.2 | 50.9 |
| Ash, % feed | 6.7 | 6.7 | 5.5 |
| Others % (aminoacids, vit, metals...) | 6.7 | 7 | 8.7 |
| **Gross Energy, MJ/kg feed** | 22.2 | 18.3 | 16 |
| **Gross Energy Kcal/kg feed** | 5302.4 | 4370.9 | 3821.5 |
| **Gross Energy of protein and fat Kcal/kg feed** | **4904.3 (141%)** | **3464.3 (100%)** | **1748.06 (50%)** |

# **Appendix table S1. Nutritional content of Sparos high fat (HFD), control and low proteins/low fats (LP/LF) diets.**

# Supplementary material for: Scaf1 promotes respiratory supercomplexes and metabolic efficiency in zebrafish
**Source:** EMBO Rep. 2020 Jun 4;21(7):e50287. doi: 10.15252/embr.202050287
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Characterization of OXPHOS super-assembly in zebrafish.

A–C Split channels of BNGE of mouse (M) C57BL/6J (111), CD1(113), and zebrafish (ZF) muscle mitochondria shown in Fig 1A and B.

D, E Immunodetection of the indicated proteins after 2D BNGE/DDM electrophoresis of whole-body zebrafish mitochondria (representative of $n = 3$). Merged (D) and (E) split channels.

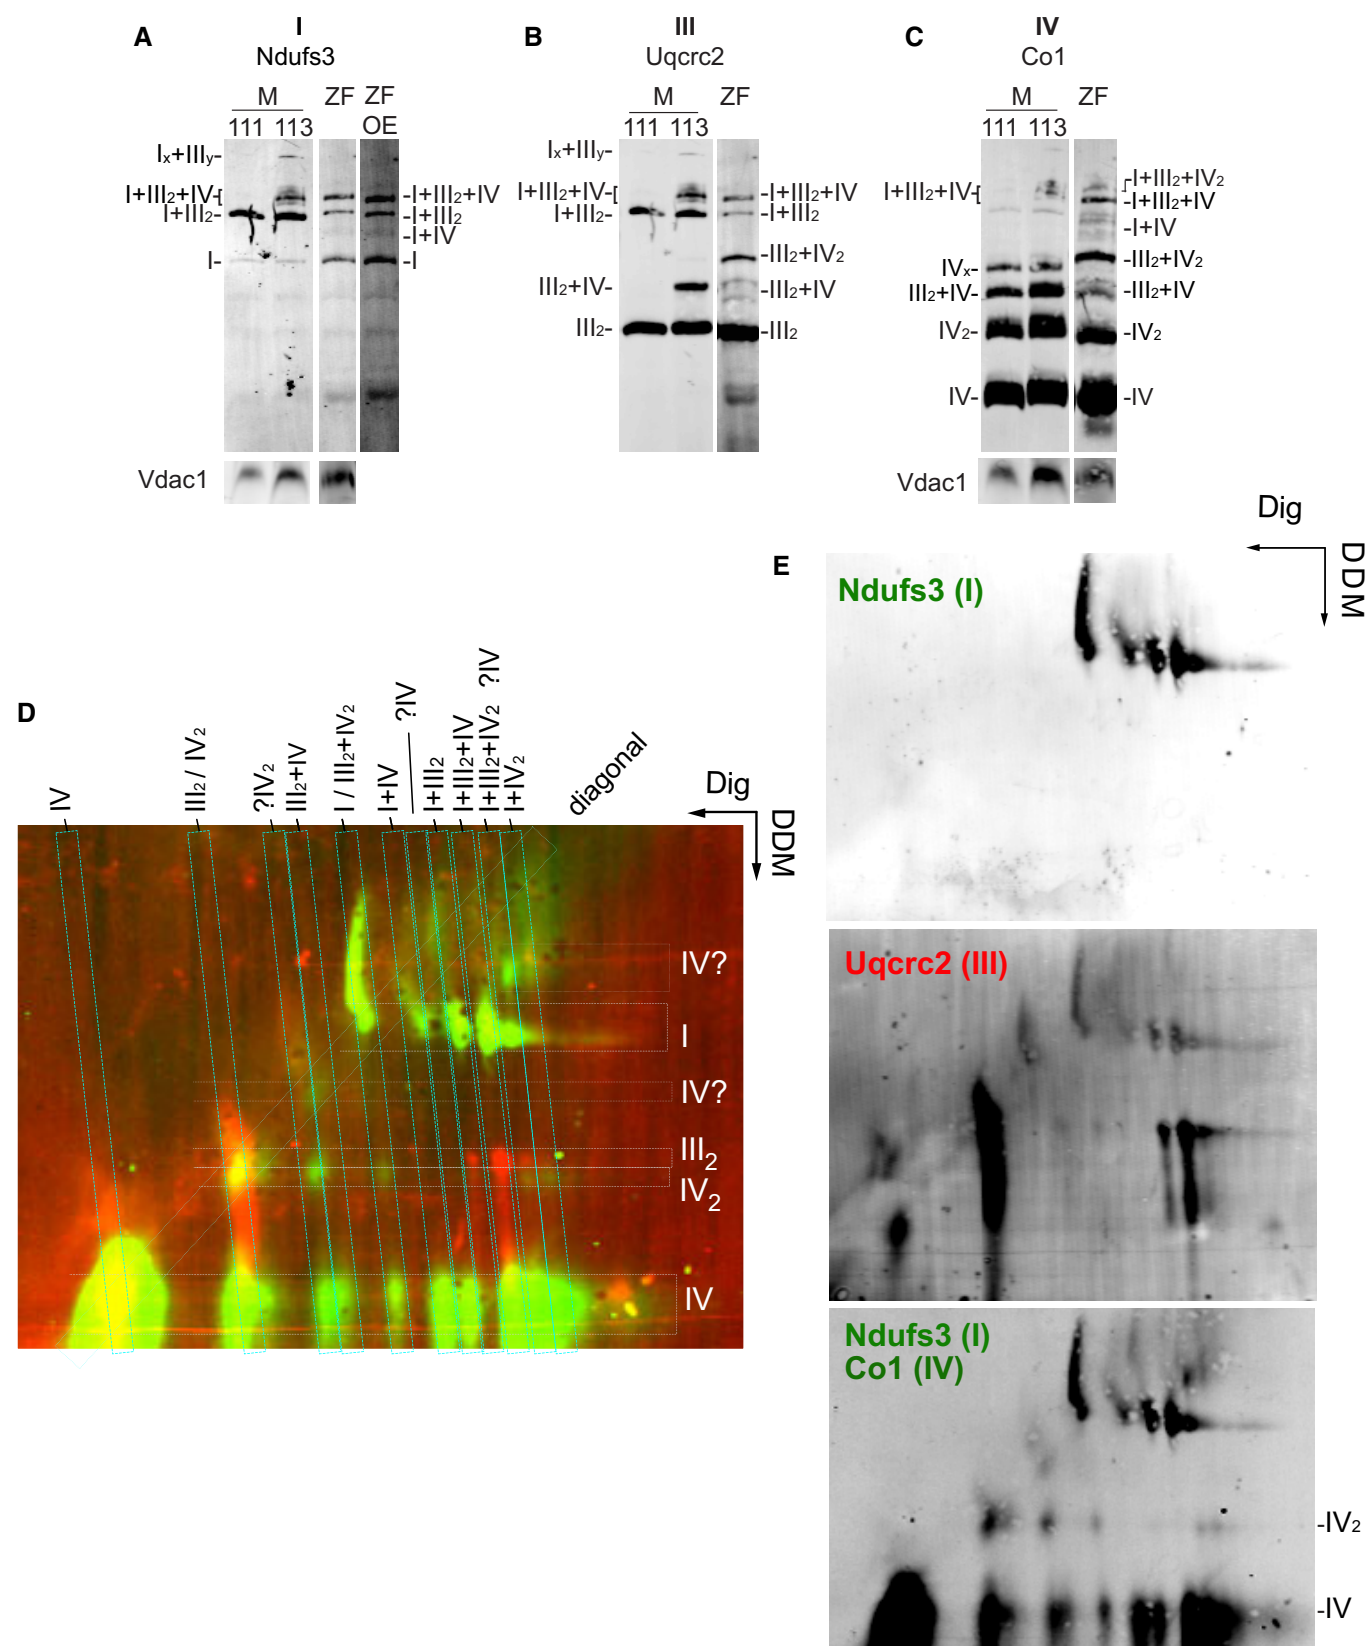

Figure EV1.

Figure EV2. OXPHOS super-assembly in whole zebrafish and mouse liver in homeostasis and low-protein/low-fat diet.

- A–E BNGE of mouse (M) C57BL/6J (111) and CD1(113) liver mitochondria and zebrafish (ZF) whole-body mitochondria, digitonin-solubilized. (A–C) Immunodetection of the indicated proteins, (D) CI and (E) CIV in-gel activity (representative of two technical and three biological replicates).
- F Immunodetection of the indicated proteins of digitonin-solubilized whole-body zebrafish mitochondria with different concentrations of digitonin.
- G–I BNGE of zebrafish fed with low-protein/low-fat diet (LP/LF) and control diet (CD). (G) variation of BMI of fish after 6 weeks in LP/LF and CD (H) Representative images. (I) Representative BNGE of whole fish mitochondria of fish fed during 6 weeks in the indicated diet (experimental replicates $n = 2$ are composed by a pool of $n = 2$ biological replicates).

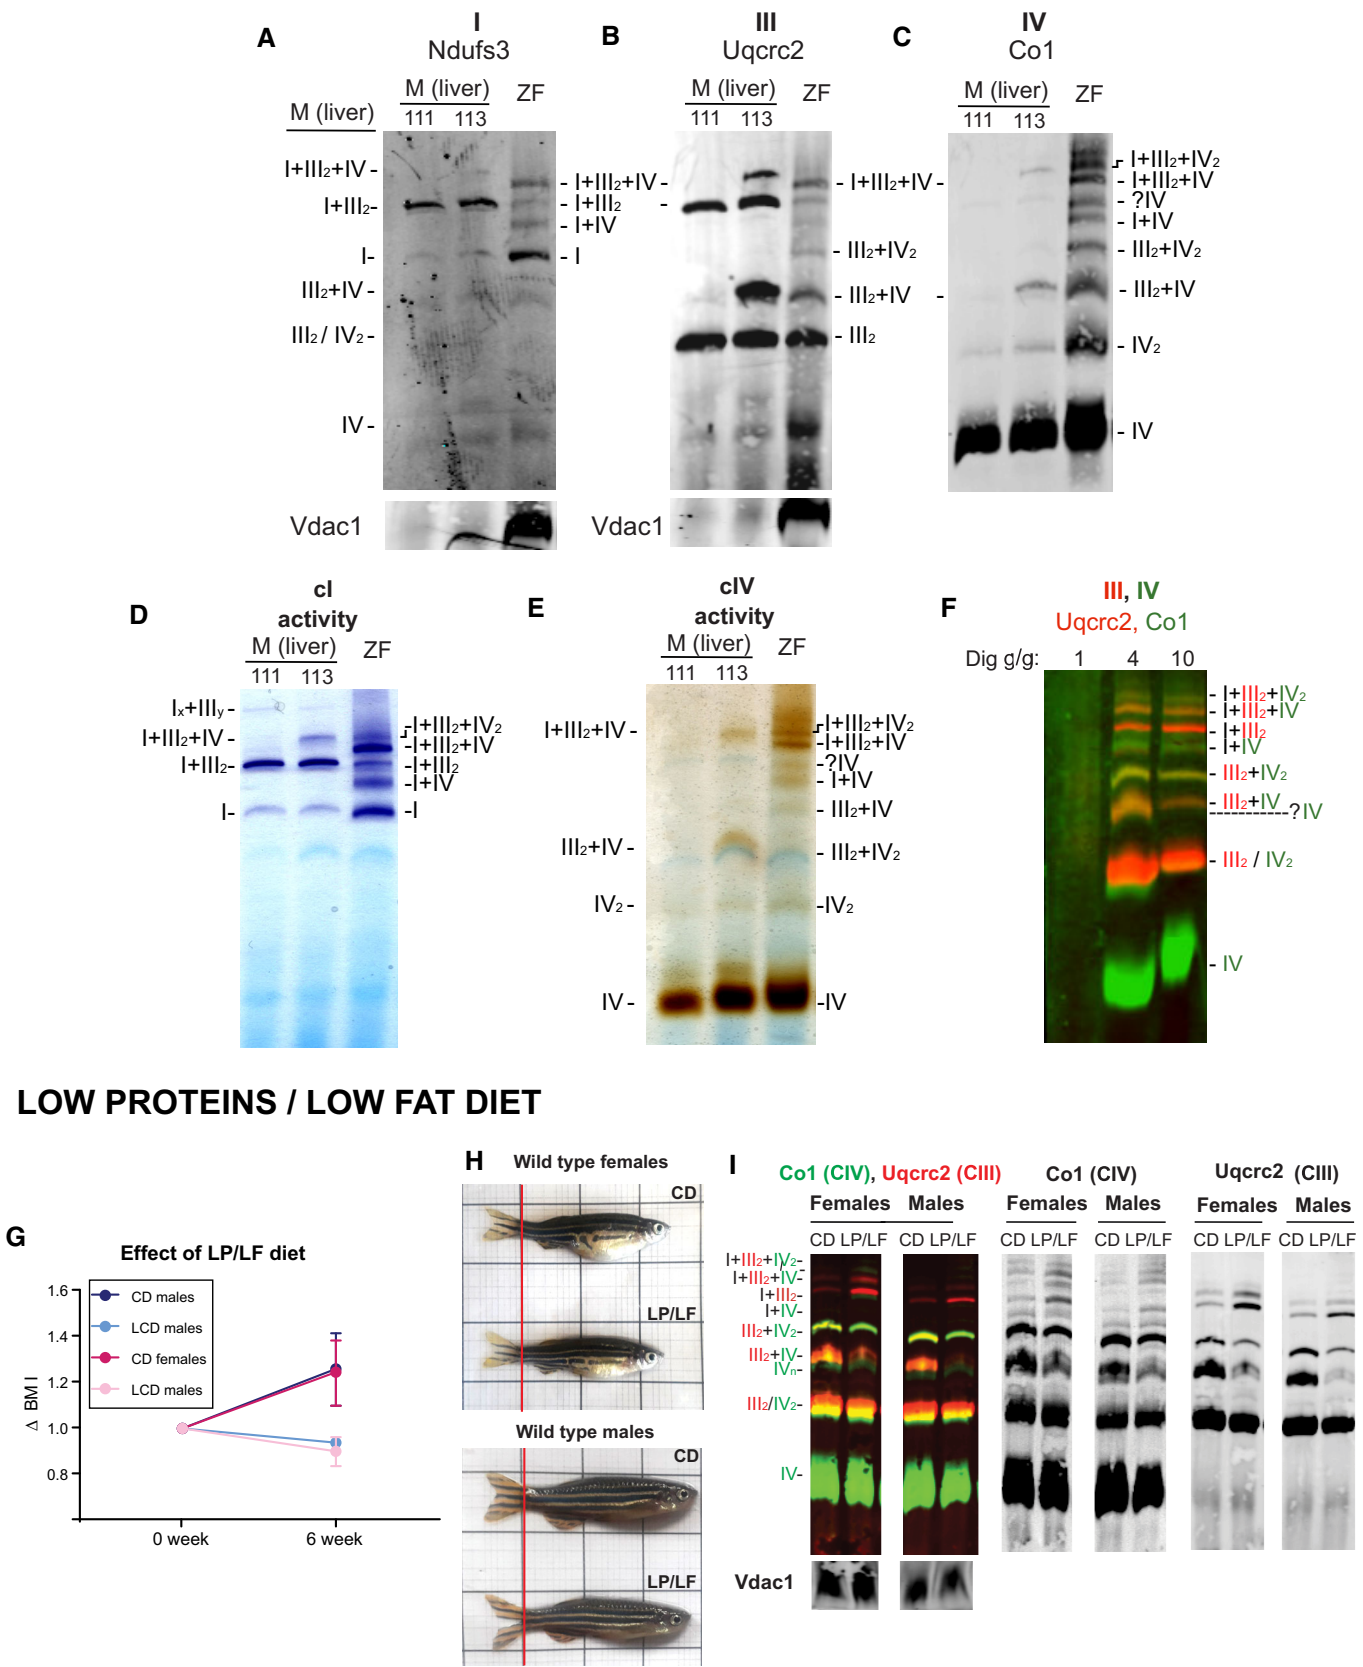

Figure EV2.

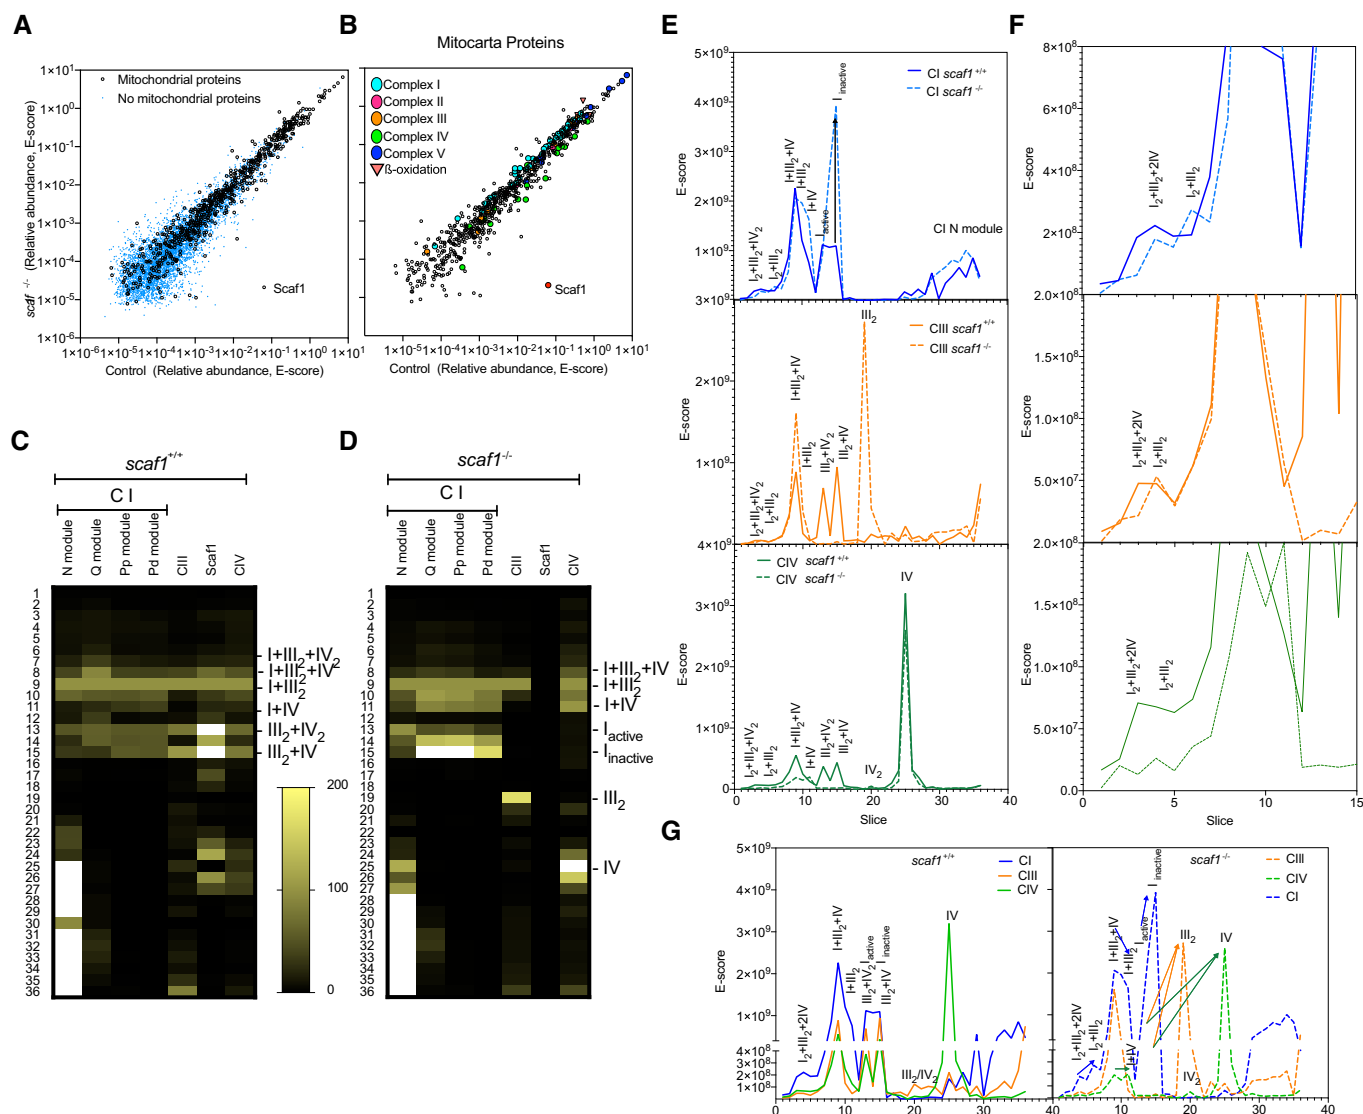

Figure EV3. Analysis of mitochondrial complexes by Blue-DiS proteomics.

- A, B Correlation between the abundance of proteins (expressed as sum of *E*-scores of the corresponding peptides) detected in the analysis of *scaf1*^{+/+} and *scaf1*^{-/-} animals. Proteins were considered mitochondrial according to the classification in the mouse MitoCarta 2.0 database. Non-mitochondrial proteins include true non-mitochondrial proteins and potential mitochondrial proteins that failed to be identified as such. In (B), only the mitochondrial proteins are represented, indicating the proteins from the indicated groups.
- C, D Heatmaps showing the summed absolute abundance of selected protein groups across BNGE gel slices. For a better comparison, absolute abundances were normalized using the values of slice 9 as a reference. Qualitative migration of the added *E*-score value for each indicated complex, subcomplex, or protein. For each line, data were normalized within a 100–0 range, with 100 being the value of slice 9. The color scale is established as a linear increase from black (being 0) to the green in slice 9 (being 100). Any value over 100 is white.
- E–G Analysis of the quantitative differences between Blue-DiS profiles of *scaf1*^{+/+} and *scaf1*^{-/-} animals. Differences in quantity profiles of CI-, CIII-, and CIV-related complexes and SCs in (E) control and (F) *scaf1*^{-/-} samples. The insets focus on the differences at very high molecular weights (slices 1–15). (G) Comparative analysis of quantitative profiles of complexes and SCs in control or *scaf1*^{-/-} samples. Arrows indicate increase, decrease, or shifts of complexes observed between *scaf1*^{-/-} and control samples.

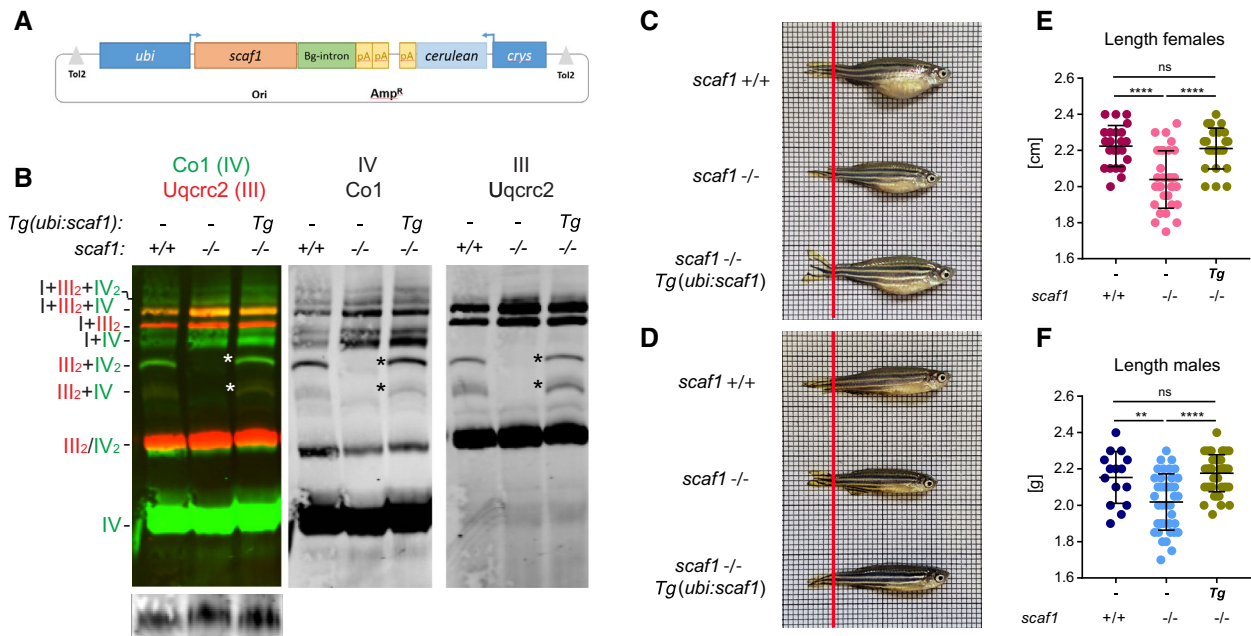

Figure EV4. Transgenic expression of *scaf1* recovers CIII and CIV super-assembly and fish size of *scaf1*^{-/-} fish.

- A Scheme of the transgenic construct *Tg(ubi:scaf1)*. ubi, ubiquitin promoter. Bg-intron, beta-globin intron, pA, poly A, crys, crystalline promoter (used as selection marker).
- B Immunodetection of the indicated proteins of BNGE from whole fish mitochondria *scaf1*^{Δ1/Δ1} (*-/-*) expressing the transgenic construct *Tg(ubi:scaf1)* in heterozygosis, their *scaf1*^{Δ1/Δ1} siblings with no transgenic expression, and *scaf1*^{+/+} zebrafish (representative BNGE of *n* = 5). Asterisks mark bands' absence in *scaf1*^{Δ1/Δ1} (*-/-*) recovered by the transgenic expression of *scaf1*.
- C, D Representative images from *scaf1*^{+/+}, *scaf1*^{Δ1/Δ1} (*scaf1*^{-/-}), and *scaf1*^{-/-}, *Tg*^{-/-} (C) female and (D) male zebrafish (3 mpf).
- E, F Size of *scaf1*^{+/+}, *scaf1*^{Δ1/Δ1} (*scaf1*^{-/-}), and *scaf1*^{-/-}, *Tg*^{-/-} fish (E) length of females (*scaf1*^{+/+} *n* = 23, *scaf1*^{-/-} *n* = 39 and *scaf1*^{-/-}, *Tg*^{-/-} *n* = 25); and (F) males (*scaf1*^{+/+} *n* = 15, *scaf1*^{-/-} *n* = 31 and *scaf1*^{-/-}, *Tg*^{-/-} *n* = 44).

Data information: One-way ANOVA. ns *P* > 0.05, **P < 0.01, ****P < 0.0001. Data are represented as mean ± SD.

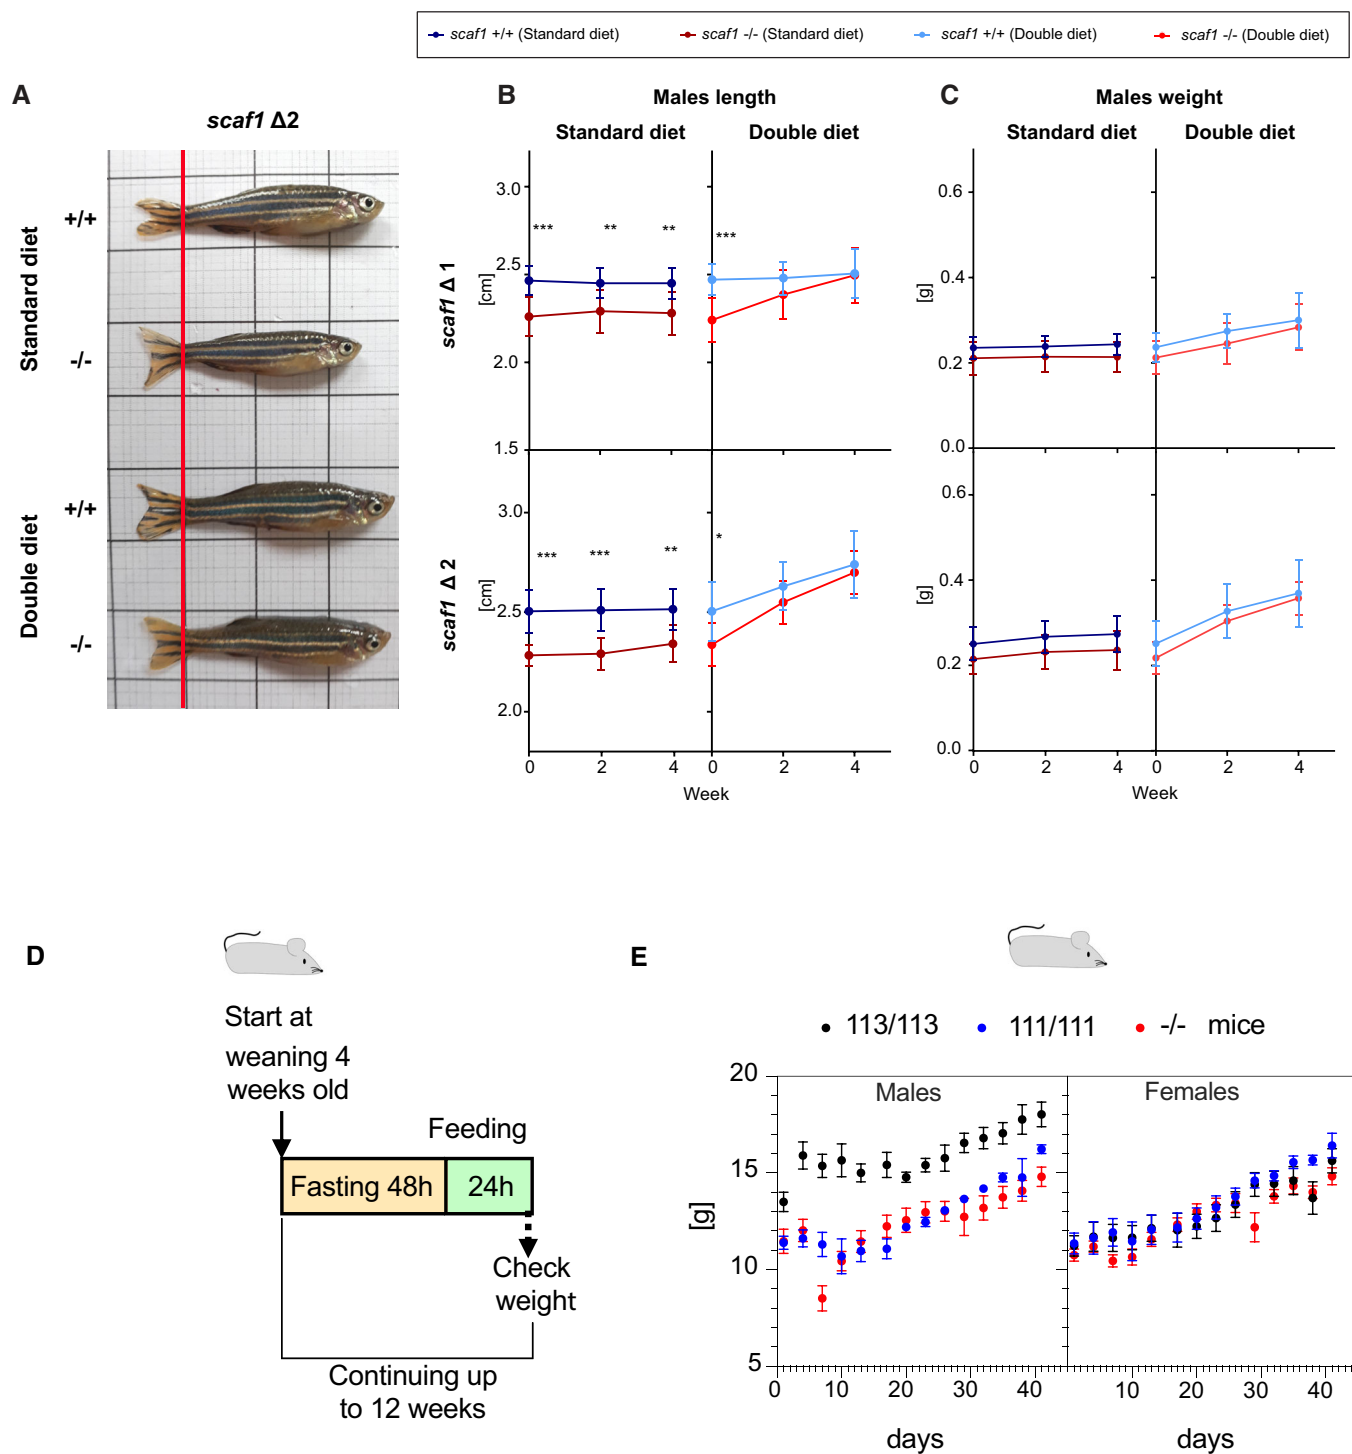

Figure EV5. Diet-induced recovery of *scaf1*^{-/-} phenotypes in males and diet effect in SCAF1-deficient mice.

A Representative images of *scaf1*^{-/-} and *scaf1*^{+/+} males fed with the indicated diets.

B, C Size of males after the indicated diet. (B) Changes in length and (C) weight over time ($\Delta 1$ $+/+$ $n = 10$, $\Delta 1$ $-/-$ $n = 10$, $\Delta 2$ $+/+$ $n = 10$, $\Delta 2$ $-/-$ $n = 7-8$).

D, E Effect of SCAF1 loss of function on weight gain in mice after starvation. (D) Scheme of the food restriction experiment in mice. (E) Impact of food restriction in C57BL/6J OlaHsd mice with the functional version of SCAF1 113/113, with the spontaneous mutation in SCAF1 111/111 (natural C57BL/6J OlaHsd mice harbor a non-functional version of SCAF1) and in C57BL/6J OlaHsd mice without SCAF1 (SCAF1 KO, $-/-$). Males 111/111 $n = 3$; males KO $n = 6$; males 113/113 $n = 2$; females 111/111 $n = 5$; females KO $n = 8$; females 113/113 $n = 5$.

Data information: (B, C) Two-way ANOVA. Data are represented as mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. (E) Data are represented as mean $\pm$ SEM.

How the deposited data were processed for this re-analysis (not part of the article)

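RNA of skeletal muscle from 15 female zebrafish, in 4 groups of genotype and diet, was measured by RNA-seq. The authors checked reads with FastQC (version 0.11.8 in the submitters' processing notes) and quantified them with kallisto 0.45.0 against the Ensembl release 94 cDNA, and the deposited values are estimated counts per transcript with the transcript's length and effective length. The submitters' notes also name sleuth, while the methods name DESeq2 with shrinkage of fold changes. The length and effective length of each transcript were the same in all files, so a correction for length would change no comparison between libraries and was not run.

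Samples were grouped by the sample labels, whose group sizes equal those of the paper. Each library is described as 1 fish. All 15 libraries were given as lane 5, so no sequencing batch could be compared. Replicate marks shared by both genotypes were checked as pairs by the correlation of deviations from the group means. In standard diet the 3 pairs had r = 0.43, 0.12 and 0.39, each over the bound of 0.1, and in double diet the 2 pairs had r = -0.1 and -0.17, so the marks were read as pairs in the standard diet alone, as a property of the data that the paper's text does not state. Some fish with different marks correlated better than those pairs (up to r = 0.52), so the bound does not single out the pairs. The replicate block was fitted with all marks in both diets, and a block for the standard diet alone was not run. Total counts per library were 4045429 to 15844709, and a count of 0 allows up to 3 counts in a library, for counting error only.

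Estimated counts were rounded to whole numbers and tested per transcript, because the files pair no transcript with a gene. Gene lists, the OXPHOS genes, scaf1 in every library and the rule for named genes, all fixed before the data were examined, were therefore not used. That rule took the genes the paper names, the largest changes past the threshold with a gene symbol, and leading members of each list. The 4 transcripts named in the text were chosen after their values were seen. Transcripts were kept by the edgeR function filterByExpr with a smallest count of 10, scaled by TMM and tested in R 4.3.3 with edgeR 4.0.16 (robust quasi-likelihood test, Benjamini-Hochberg adjustment) with 1 coefficient per group. The common biological coefficient of variation was 0.847. A fold against a group with no count was computed against a floor of 3 counts per library, averaged in CPM over the libraries of that group.

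Alternatives fixed before the data were examined were DESeq2 1.42.0 with and without shrinkage, median-ratio scaling, no filter on low counts, an adjusted p alone, only the 2 groups compared, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), the replicate mark as a block, and leaving out each library of the groups compared. TPM were computed here from the deposited counts and effective lengths. DESeq2 was given all transcripts with a count and used its own filter, so the transcripts it tested were not the same set as those of edgeR. Settings chosen after seeing the data were limma with library quality weights, DESeq2 without scaf1+/+ standard diet replicate C, leaving out or adjusting for the 100 most abundant transcripts, DESeq2 with the replicate mark as a block, the marks B and C as a term, plain or centred in each group, with and without that library, and leaving out libraries outside the groups compared. DESeq2 was first run with 1 coefficient per group and with a shrinkage computed here. After those counts were seen it was replaced by the usual form with an intercept and by the shrinkage function of DESeq2, and the counts of both forms are given.

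The tests were tried on simulated counts with the libraries' sizes, the fitted trend of the spread and 200 changed transcripts among 26970. Each transcript's own spread and the parting of the standard diet fish by their marks were not simulated. In the comparison of genotypes in standard diet, edgeR called 10 of 100 transcripts changed by 2 on the log2 scale and 62 of 100 changed by 4, with 2 false calls. DESeq2 called 18 and 73, with 38 false calls. In the comparison of diets in scaf1+/+ fish, edgeR called 3 and 52 with 2 false calls, and DESeq2 12 and 71 with 57 false calls.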

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

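The tests in this part were set before their results were seen, but after the low number of detected transcripts itself was known. Replicate C of scaf1+/+ on the standard diet had 15655 transcripts with at least 1 count, far from the other 3 fish of its group, and 4045429 counts in all. Depth alone is argued against, since the other 14 libraries thinned to this total detected at least 22961 transcripts. A large share of counts in few transcripts is argued against by the same value, 22961, which belongs to scaf1−/− standard diet replicate C with a like share in its 100 most abundant transcripts. Few distinct molecules in the library cannot be told apart from other causes: of the transcripts at 20 CPM or more in each other library, 3.78% had no count in this one. At least 80.9 counts would be expected there from its total, without TMM scaling. The share was 0% in each other library, but there the transcripts also had to reach 20 CPM in replicate C. Those sets held 1409 to 1441 transcripts, against 1904 for replicate C, so the shares are not fully comparable. The bound set beforehand was over 5%. No biological explanation was tested, since the design names none for 1 fish.

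Replicate 2 of scaf1−/− on the double diet had the highest total of its group, 15453702 counts, with the other 3 fish at 13359550 to 13540458. Of 12 sets of values looked at this way, 2 held a fish apart, and chance flags about 1 in 20 groups.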

How the results depend on the processing

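The settings chosen after seeing the data are limma with weights, DESeq2 without a library, DESeq2 with 1 coefficient per group or a block, the terms for the marks B and C, the changes to the 100 most abundant transcripts, and leaving out libraries outside the groups compared. Counts are given for genotype in standard diet, genotype in double diet, diet in scaf1+/+, diet in scaf1−/− and the interaction, in this order, and the cause of their differences was not tested. With edgeR each was 0, with 1590, 1361, 1051, 1535 and 1044 at an unadjusted p under 0.05. Where nothing differs, a share of 0.05 of the 26970 transcripts tested is expected there. The count of 1361 is near that share, and 1051 and 1044 lie below it. It stayed 0 in each with median-ratio scaling, no low-count filter, an adjusted p alone, only the 2 groups compared (not run for the interaction), limma on log2(TPM + 0.1), the 100 most abundant transcripts left out and their share as a covariate (0, 1, 0, 1 and 1 with replicate C of scaf1+/+ on the standard diet also left out). DESeq2 called 52, 131, 46, 175 and 43, and with shrinkage 44, 93, 25 and 142 (not run for the interaction, which that function does not take). With 1 coefficient per group DESeq2 called 55, 137, 49, 166 and 52, and with the shrinkage computed here 54, 137, 49, 166 and 52. Without replicate C of scaf1+/+ on the standard diet it called 161, 291, 73, 394 and 56. Limma on log2(TPM + 1) called 1 in genotype in double diet and 1 in diet in scaf1+/+, and limma with weights 2 in genotype in standard diet and 140 in diet in scaf1+/+, otherwise 0. In scaf1+/+ on the standard diet those weights were 0.5 and 0.19 for B and C, against 3.16 and 1.3 for 6 and 7. Leaving out each library in turn gave 0 to 1, 0 to 4, 0 to 1, 0 to 1 and 0 to 1 by edgeR, with the 4 reached without that replicate C. With the marks B and C as a term, diet in scaf1+/+ had 2 and diet in scaf1−/− had 1, and with that library also left out the counts were 0, 22, 325, 178 and 1. In the diet comparisons that term sets the double diet against the standard diet fish other than B and C. Centred in each group, so that the mean of all standard diet fish is compared, it left 0 and 0 calls, and 2 and 2 without that library.

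With the replicate block, edgeR called 0 in each comparison. As the fit without it had no call to lose, this shows little. The transcripts at an unadjusted p under 0.05 fell from 1590 to 915 for the genotypes in standard diet and from 1051 to 503 for the diets in scaf1+/+. No mark is shared by scaf1+/+ fish of both diets, so with the block they are compared only through scaf1−/− fish. DESeq2 with the replicate block, added after seeing the data, called 695, 367, 185, 199 and 357, of which 212, 168, 85, 129 and 207 were higher. Under it ENSDART00000133704.3 lost its DESeq2 call for the genotypes in both diets (adjusted p 0.604 and 0.759) and ENSDART00000110943.5 for the diets in scaf1+/+ (0.305), while the other calls of the named transcripts stayed. The log2 fold changes moved little where calls were lost. They went from 5.71 to 5.56 in standard diet and 6.47 to 6.52 in double diet for ENSDART00000133704.3, and from -6.79 to -7.43 for ENSDART00000110943.5. The block takes 7 more coefficients for 15 libraries and the false calls of that fit were not measured. Fish with the same mark deviated together in standard diet and not in double diet. Not every fish correlated best with its own mark: scaf1−/− mark 6 correlated better with scaf1+/+ mark 7 (r = 0.52) than with 6 (0.43), scaf1−/− mark B better with C (0.38) than with B (0.12), and scaf1−/− mark A, which has no partner, with 6 (0.36) and 7 (0.35). Scaf1−/− mark C did (0.39 with C, 0.09 with B), and scaf1+/+ mark B was near 0 with A (-0.04), B (0.12) and C (0.09), so neither the single marks nor B and C against the rest describe all fish. The gene list tests, the median of the OXPHOS genes, scaf1 and the named genes were not run, for want of gene names, and the length offsets change nothing where lengths are equal. Depth limits replicate C most, at 4045429 counts.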

Differences from the paper's values

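The volcano plots of the paper are per gene and the values here per transcript, which limits each comparison. For scaf1−/− against scaf1+/+ in standard diet the paper's highest −log10 p is about 33 in Fig 7C, read by eye, and here it was 4.14 with edgeR and 17.3 with DESeq2. In double diet it is about 13 in Fig 7D, and here 4.39 with edgeR and 23.8 with DESeq2. For the diets in scaf1+/+ it is about 21 in Fig 7E, and here 3.78 with edgeR and 17.8 with DESeq2. For the diets in scaf1−/− it is about 17 in Fig 7F, and here 4.38 with edgeR and 28 with DESeq2. Of the alternatives set before the data were examined, DESeq2 with or without shrinkage lies within 1.5 times the paper's value for the diets in scaf1+/+, and none does in the other 3 comparisons. Without scaf1+/+ standard diet replicate C, chosen after seeing the values, DESeq2 gave 29.1 for the genotypes in standard diet and 16.9 for the diets in scaf1+/+, both within 1.5 times the paper's, but 24.8 for the genotypes in double diet and 34.7 for the diets in scaf1−/−, further from the paper than with that library, and DESeq2 with 1 coefficient per group gave 14.1 for the diets in scaf1+/+. DESeq2 with the replicate block, also added later, gave 48.8, 16.3, 13.3 and 16 in the order above, within 1.5 times the paper's value in all but the diets in scaf1+/+. How many of the paper's called genes these drop cannot be counted without gene names.

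The paper shows significant genes in each of the 4 comparisons, where edgeR called 0 transcripts in each and DESeq2 52, 131, 46 and 175. Fig 7E shows more significant genes than Fig 7F, while DESeq2 called 46 transcripts for the diets in scaf1+/+ and 175 in scaf1−/−. With edgeR, the marks B and C as a term and replicate C left out, a setting chosen after seeing the values, the counts were 325 and 178 (2 and 2 with the term centred in each group), and with limma and library weights 140 and 0. Those weights were lowest for scaf1+/+ standard diet replicates B (0.5) and C (0.19).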

Other observations

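Of the tests in this part, those on why edgeR called no transcript, on the marks B and C, on transcript length, on correlations without replicate C and on regroupings that part the pairs were chosen after the result was seen, and the transcripts absent in 1 genotype had been noticed before their regroupings were counted. In standard diet, the libraries parted along another line than genotype. The split of scaf1+/+ replicates 6 and 7 and scaf1−/− replicates 6 and A from the replicates B and C of both genotypes gave 4107 calls by edgeR and 7759 by DESeq2, against 0 and 52 for the genotypes, which points to a structure of the samples that the labels do not explain. The fish called B and C had 54.3% to 66.7% of their counts in the 100 most abundant transcripts and the other 4 had 35.3% to 47.3%. Whether the marks stand for a tank, a day or a batch is not given in the sources used here.

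No transcript passed the threshold by edgeR in any of the 5 comparisons. The library with few detected transcripts as the whole cause is argued against. Without scaf1+/+ standard diet replicate C at most 4 were called, under a bound of 50 written after the result. As a part of the cause that library is not excluded. Without it the transcripts at an unadjusted p under 0.05 rose from 1590 to 2361 and 1361 to 2062 for the genotypes in standard and double diet. For the diets they rose from 1051 to 1228 in scaf1+/+ and 1535 to 2327 in scaf1−/−. For the interaction they fell from 1044 to 916. With that library left out and the marks B and C as a term, 22 were called for the genotypes in double diet, so the 2 together bear on that comparison. For the diets that fit called 325 in scaf1+/+ and 178 in scaf1−/−, but it compares the double diet with the standard diet fish other than B and C, and against the mean of all standard diet fish it called 2 and 2. The share of counts in the 100 most abundant transcripts as the whole cause is argued against too, as with it as a covariate there were 0 calls, and at most 1 in a comparison with that library also left out. It is not excluded as a part of it, since the transcripts at an unadjusted p under 0.05 rose for the diets in scaf1−/− from 1535 to 2469, and to 3718 without that library. A candidate explanation is the spread between fish: in simulated counts with the fitted spread, at most 10 of 100 transcripts changed by 2 on the log2 scale were called in a comparison. A lack of larger changes can be neither shown nor excluded this way. In the simulated genotypes in standard diet edgeR called 62 of 100 changed by 4, but each transcript's own spread was not simulated. In the fish of that comparison edgeR did not call ENSDART00000106252.6 at a log2 fold change of -9.82 (adjusted p 0.846).

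For each count, other splits of the same libraries were compared. For edgeR calls, all splits had as many as the real 0: 35 of 35 in each of the 4 comparisons and 100 of 100 drawn for the interaction, with highest other counts of 4107, 0, 1, 1 and 3134. No split can have fewer than 0, so this outcome was fixed and decides nothing. For the transcripts at an unadjusted p under 0.05, the share of splits with as many was under 0.05 only for the genotypes in double diet, where 1 of 35, the real one, had as many (1361, highest other 1197). That is the smallest share 35 splits can give and 1 of 15 such counts looked at, those of the edgeR calls included, so chance is not firmly excluded. The count of 1361 is itself near what is expected where nothing differs, a share of 0.05 of the 26970 transcripts tested. Among the 8 splits in standard diet that part all 3 pairs of fish with the same mark, the real one had the most (1590, highest other 1074), which is too few splits for a share under 0.05, and DESeq2 called 52 in it and up to 59 in another; the others of the 35 keep some pairs together. Chance was not excluded over all splits for the genotypes in standard diet (10 of 35, 1590 against 9851), the diets in scaf1+/+ (21 of 35, 1051 against 5649), the diets in scaf1−/− (7 of 35, 1535 against 4727) or the interaction (32 of 100, 1044 against 9423). For DESeq2 calls chance was not excluded in any: 14 of 35 for the genotypes in standard diet (52 against 7759), 2 of 35 in double diet (131 against 140), 15 of 35 for the diets in scaf1+/+ (46 against 2485), 4 of 35 in scaf1−/− (175 against 2014) and 34 of 60 drawn for the interaction (43 against 4454).

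Across both diets, 2 transcripts had no count in any fish of 1 genotype and at least 0.5 CPM in each fish of the other. Of the regroupings of genotype within diets, 11 of 2450 gave as many and the highest other gave 6, but chance is not firmly excluded, as the pattern that prompted this count came from the same values. Of the 560 that part the same-mark pairs of standard diet fish, only the real one did (highest other 1). Without the library with few detected transcripts there were 3. Of 1225 regroupings, 3 gave as many, with 3 the highest of the others, a share still under 0.05. The number of such transcripts could not fall, since leaving out a library only drops a condition. It therefore decides nothing on that library as their cause. The same count between diets was 0. Whether these transcripts differ through the mutation or through other differences between the fish of the 2 genotypes was not tested, as the files hold no positions.

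The genotype differences in the 2 diets, which share no fish, correlated across transcripts with r = 0.245. Of the regroupings of genotype within diets, 322 of 2450 gave a correlation as high, with 0.576 the highest of the others, so chance is not excluded. Nor is it among the 560 that part all 3 pairs of standard diet fish with the same mark, of which 46 gave one as high (highest other 0.449). The diet differences in the 2 genotypes correlated with r = 0.098, with 686 of 2450 as high and 0.617 the highest. Without scaf1+/+ standard diet replicate C the correlation of the genotype differences was 0.489, with 21 of 1225 regroupings as high (highest other 0.584) and 6 of the 420 that part the pairs (highest other 0.548). Both shares are under 0.05, but chance is not firmly excluded, as the outcome turns on 1 library, left out after the values were seen. The correlation of the diet differences without that library was 0.321 (110 of 1400, highest other 0.613). Transcripts are not independent replicates. Libraries of 1 group had a mean Spearman rho of 0.017 with each other and of -0.058 with other groups' libraries after centring each transcript (permutation test over 100000 draws, one-sided, p = 0.162), and without that replicate C of 0.087 and -0.05 (p = 0.0718).

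Each transcript was centred on its mean over all libraries, and the deviations in a library were correlated with transcript length. This Spearman's rho was on average -0.063 in double diet and 0.027 in standard diet for scaf1+/+ fish, and -0.055 and 0.03 for scaf1−/− fish (exact permutation test, two-sided, p = 0.0571 in both, 0.114 adjusted over 4 comparisons). The relation of expression itself with length was not computed.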
